# Single-cell transcriptomic analysis of honeybee brains identifies vitellogenin as caste differentiation-related factor

**DOI:** 10.1016/j.isci.2022.104643

**Published:** 2022-06-18

**Authors:** Wenxin Zhang, Liangliang Wang, Yinjiao Zhao, Yufei Wang, Chaoyang Chen, Yu Hu, Yuanxiang Zhu, Hao Sun, Ying Cheng, Qinmiao Sun, Jian Zhang, Dahua Chen

**Keywords:** Entomology, Genetics, Omics

## Abstract

The honeybee (*Apis mellifera*) is a well-known eusocial insect. In honeybee colonies, thousands of sterile workers, including nurse and forager bees, perform various tasks within or outside the hive, respectively. The queen is the only fertile female and is responsible for reproduction. The queen and workers share similar genomes but occupy different caste statuses. We established single-cell transcriptomic atlases of brains from queens and worker subcastes and identified five major cell groups: Kenyon, optic lobe, olfactory projection, glial, and hemocyte cells. By dividing Kenyon and glial cells into multiple subtypes based on credible markers, we observed that vitellogenin (*vg*) was highly expressed in specific glial-cell subtypes in brains of queens. Knockdown of *vg* at the early larval stage significantly suppressed the development into adult queens. We demonstrate *vg* expression as a "molecular signature" for the queen caste and suggest involvement of *vg* in regulating caste differentiation.

## Highlights

• scRNA-seq revealed distinct gene expression in the brains of queens and workers
• Vitellogenin (*vg*) may represent a "molecular signature" of the queen caste
• Knockdown of *vg* at early larval stage suppressed development into adult queens
• *Vg* may be involved in regulating caste differentiation

## Introduction

The honeybee is a well-known eusocial insect. In a colony of honeybees, the queen is primarily responsible for reproduction, whereas the workers are sterile and perform tasks required for the colony’s growth, maintenance, and defense (Johnson, 2010; Page et al., 2012). Workers usually perform tasks based on an age-related (behavioral-developmental) process (Beshers and Fewell, 2001; Calderone, 1998; Robinson and Huang, 1998). In the first two to three weeks following eclosion, an adult worker is responsible for the nursing tasks (e.g., caring for the brood and queen); the worker subsequently switches to other specialized work for a few days, including building and guarding within the hive. Eventually, the role of the worker changes to foraging for foods such as nectar, pollen, and water, for the rest of its life (Ament et al., 2010; Beshers et al., 2001). This behavioral switch is common but not rigid. Instead, honeybees are sensitive to environmental changes and duties are adjusted, reflecting typical phenotypic plasticity (Duncanm et al., 2020; Maleszka, 2018; Sommer, 2020).

Queens and workers develop from diploid fertilized eggs, and therefore share similar genomes. However, they exhibit tremendous differences regarding behaviors and physiologies. The process involved in formation of the two castes is termed caste differentiation, which largely depends on feeding conditions during the early larval stage (within the first 96 h) (Kamakura, 2011; Wang and Li-Byarlay, 2015; Weaver, 1966). However, the molecular basis of the establishment and regulation of caste differentiation remains largely unknown. Previous studies proposed that nutritional conditions during early development profoundly influence the individual’s epigenetic status (e.g., DNA methylation (Foret et al., 2012; Kucharski et al., 2008; Lyko et al., 2010), RNA m6A modification (Wang et al., 2021), and histone acetylation (Spannhoff et al., 2011)) and, thereby, determine the caste fate of the honeybee. In addition, nutrition-related signaling pathways, such as the insulin/insulin-like signaling (Nijhout and McKenna, 2018; Wang et al., 2013; Wheeler et al., 2006) and target of rapamycin nutrient-sensing pathways (Mutti et al., 2011; Patel et al., 2007; Wheeler et al., 2014), have been reported to participate in caste differentiation regulation.

Previous studies investigating neuronal cells in the bee brain suggested that there are remarkable differences in the transcriptomes (Behura and Whitfield, 2010; Liu et al., 2011, 2012; Tholken et al., 2019), proteomes (Hernandez et al., 2012), and methylomes (Foret et al., 2012; Herb et al., 2012; Lyko et al., 2010) between workers and queens. To better understand the difference between queens and workers, we established high-quality single-cell transcriptomic atlases of female honeybee brains. We identified a specific cell type in the brains of queens—ensheathing glial cells that highly express vitellogenin (*vg*). The expression of *vg* in a subset of glial cells serves as a "molecular signature" for the queen caste. Vitellogenin is a conserved yolk precursor protein exhibiting pleiotropic functions in honeybees. It has been reported that honeybee *vg* is associated with many central biological processes, including lifespan, reproduction, and immunity (Amdam et al., 2004; Brandt et al., 2005; Guidugli et al., 2005). To test whether *vg* contributes to caste differentiation, we performed RNAi (RNAi) assays and found that the knockdown of *vg* at the early larval stage significantly suppressed the development from larvae to the adult queen when reared under high-nutrition conditions. Therefore, in addition to its previously identified role in behavioral transitions between nurses and foragers (Ihle et al., 2010; Nelson et al., 2007), our findings suggest that *vg* is involved in regulating caste differentiation.

## Results

### Single-cell transcriptomic atlases of honeybee brains

To identify caste-specific cell types among female honeybee brains, we employed 10X Genomics technology to conduct single-cell RNA-seq analysis. 

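Whole brains of mated queens, nurses and foragers were pooled and dissociated with papain, and the cells of each pool went into 1 10X library, with 2 libraries per group. A unique molecular identifier (UMI) marks 1 captured RNA molecule, so that reads copied from the same molecule are counted once. The authors ran Cell Ranger on the Amel_HAv3.1 assembly and deposited the raw UMI counts of 12292 features per cell barcode, without normalization, for the barcodes it called as cells and before the study's own filters. RefSeq gene numbers were found for 12261 of these features. The cell names and clusters of the study were not among the files, so the cells were filtered, clustered and named again from the deposited counts. UMIs of each cell were scaled to 10000 and log-transformed, and the 3000 most variable genes were centred within each library. The first 30 principal components and 20 nearest neighbours then went into Leiden clustering at resolution 1. Genes that differed between queens and workers in sums of all cells of a library or in bulk were kept out of the clustering, so that the castes could not be separated by them. A cluster received a name, written with the ending -like, when at least 3 markers of a class fixed in advance were enriched in it. Cells of 1 library share their brains and their preparation, so every comparison between castes was made on the 6 libraries and none on single cells. For gene expression, UMIs were summed per library and cell class and compared with edgeR's quasi-likelihood test after TMM normalization. A gene was counted as different when its adjusted p was under 0.01 and its log2 fold change exceeded 0.5 in size, as in the study. Shares of cells were compared with a two-sided exact permutation test of the libraries. With 2 queen and 4 worker libraries there are 15 splits, so the smallest p is 0.0667 and no such comparison can reach 0.05.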

For this assay, we collected pools of four to five female honeybee brains from queens, foragers, and nurses, respectively. For each caste or subcaste, we sequenced two independent biological replicates, targeting over 10,000 cells per replicate. 

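The files held between 21250 and 26157 barcodes per library. The first forager library had 23613 barcodes and the second 26157, the nurse libraries had 22446 and 23085, and the queen libraries 24959 and 21250. After filtering, the median number of UMIs per cell was 4950.5 and 4531.5 in the forager libraries, 4875 and 5023 in the nurse libraries, and 5567 and 5729 in the queen libraries. Total UMIs in the kept cells ranged from 110046794 in the first nurse library to 145180530 in the first queen library. Neighbours of simulated doublets made up between 1.48% and 4.87% of the kept cells of a library. These cells were kept, as in the study, and removed only as an alternative.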

The 10X single-cell libraries were constructed, followed by high-throughput sequencing (Figure 1A). Following the recommended standard procedures, FASTQ files were analyzed using the Cell Ranger pipeline to generate feature-barcode matrices. A total of 115,169 cells were obtained after data filtration using the Seurat R package with three parameters: the nCount (number of unique molecular identifiers), nFeature (number of genes), and percent.mt (portion of mitochondrial genes) (Figure S1A). These cells included 40,186 (34.89%), 38,149 (33.12%), and 36,834 (31.98%) cells from the brains of foragers, nurses, and queens, respectively (Table 1). 

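The methods' limits were applied to the deposited barcodes: between 200 and 5000 genes, at least 500 UMIs, less than 15% mitochondrial UMIs, and no more UMIs than the upper quartile plus 1.5 interquartile ranges, taken over both libraries of a caste. These limits left 115169 cells, and the paper's reported value is 115169. Per library, 19198 and 20988 cells were kept for foragers, 18563 and 19586 for nurses, and 20073 and 16761 for queens, the same numbers as in Table 1. Of the 12292 features, 450 carried the mitochondrial prefix in the files, and 13 of them lie on the mitochondrial genome. With the 13 alone, 117433 cells were kept, an alternative chosen after seeing the data. The largest change among the limits tried came from a mitochondrial limit of 10%, which left 105173 cells.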

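For each caste, the cells kept by the stated limits numbered 40186 for foragers, 38149 for nurses and 36834 for queens, equal to the paper's reported values. A kept cell held UMIs of a median of 2149.5 and 2039 genes in the forager libraries, 2144 and 2210 in the nurse libraries, and 2220 and 2277 in the queen libraries. Taking the quartiles of the upper limit over each library alone gave 115561 cells in all, and dropping that limit gave 121460.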

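RNA from pooled brains, 5 per sample, was also sequenced in bulk, with 2 libraries each for queens, nurses and foragers. The authors aligned the reads with STAR to the Amel_HAv3.1 assembly, estimated expression with RSEM, and deposited RSEM's expected counts for 11345 genes, without normalization for library size. An expected count is a number of reads in which a read that fits several genes is divided among them, so a share of the values is not whole (between 7.36% and 8.03% of a library's genes); they were rounded for the tests. Counts per library ranged from 13135057 in the first forager library to 15177035 in the first nurse library, and between 10788 and 11004 genes had a count. The 10 genes with the highest counts took 11.2% and 18.8% of a forager library, 48.3% and 31.6% of a nurse library, and 15.9% and 15.5% of a queen library. The 9 genes of the major royal jelly protein family took 41.8% and 26.1% of the nurse counts. In the forager libraries that family took 1.51% and 9.79%, and in the queen libraries 0.00811% and 0.00862%. The members are close paralogs in tandem on linkage group 11, so their single values are uncertain. Castes were compared with edgeR's quasi-likelihood test on TMM-normalized counts, with the 3 castes in 1 fit and queens set against the mean of nurses and foragers. The threshold was an adjusted p under 0.01 with a log2 fold change over 1 in size.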

To validate the sensitivity and integrity of the single-cell dataset, we also performed bulk RNA-sequencing in parallel using corresponding samples. The comparison confirmed that the filtered single-cell data were highly correlated (r ≥ 0.7) to our bulk sequencing data (Figures S1B and S1C).

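UMIs of each kept cell were scaled and log-transformed, then summed over both libraries of a caste. These sums were set against the mean bulk counts of that caste, normalized for library size, over the genes detected in both. Spearman's rho across genes was 0.767 for foragers (11017 genes), 0.776 for nurses (11003 genes) and 0.708 for queens (11042 genes). Genes are not independent replicates, so no p-value is given with these. Within single replicates rho was 0.758 and 0.748 for foragers, and 0.766 and 0.758 for nurses. For queens it was 0.704 and 0.686, below every worker replicate. The SD between the 2 replicates was 0.00689, 0.00588 and 0.0129 for foragers, nurses and queens. Restricting the comparison to genes with at least 10 bulk counts on average moved it most, to 0.679, 0.686 and 0.618, over 9490, 9337 and 9778 genes. The paper made this comparison to check how sensitive and intact the single-cell dataset is, and describes the correlations as high.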

**Figure 1:**
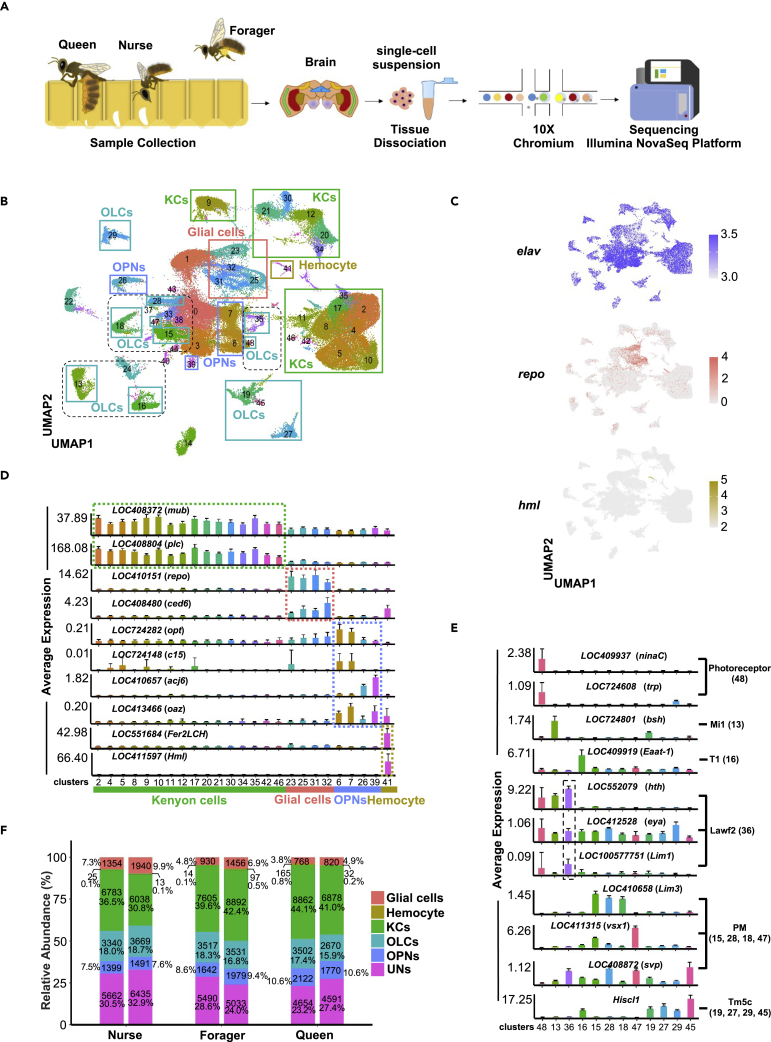
Single-cell transcriptomes of whole brains from queen, forager, and nurse bees (A) Scheme of the experimental design. Three female groups in honeybee colonies, including queens, nurses, and foragers, were collected based on behavior and morphological features. Brains were dissected and then dissociated into a single-cell suspension. The 10X single-cell RNA-seq libraries were processed for high-throughput sequencing. (B) Cell populations were identified. The UMAP projection of 115,169 filtered single cells from the brains of queens, nurses, and forgers shows the formation of five major clusters with label names. Each dot corresponds to a single cell, color coded according to cell type. KCs: Kenyon cells; OPNs: olfactory projection neurons; OLCs: optic lobe cells. (C) Canonical cell markers, *elav*, *repo*, and *hml*, were used to label neuron, glia, and hemocyte clusters, respectively, as represented in the UMAP plot. (D) Selected marker genes for Kenyon cells, glia, olfactory projection neurons, and hemocytes. The y axis shows the average expression in each cluster for the indicated gene. Bars represent the means of two biological replicates +SD. (E) Selected marker genes for the subtypes of optic lobe cells. The y axis shows the average expression in each cluster for the indicated gene. Bars represent the means of two biological replicates +SD. (F) Cell numbers and proportions of six major cell types among nurse, forager and queen brain samples. KCs: Kenyon cells; OLCs: optic lobe cells; OPNs: olfactory projection neurons; UNs: undefined neuron cells. Split bars showing the cellular composition of the replicates for each caste or subcaste. See also Figures S1 and S2, and Table S4. Predicted marker genes for all cell clusters, related to Figure 1, Table S5. Transcripts in Glial cells, related to Figure 1, Table S6. Transcripts in Kenyon cells, related to Figure 1, Table S7. Transcripts in Optic lobe cells, related to Figure 1., Table S8. Transcripts in Olfactory projection neurons, related to Figure 1, Table S9. Transcripts in Hemocytes, related to Figure 1, Table S10. Transcripts in Undefined neurons, related to Figure 1.

**Table 1:** Numbers of captured cells from different samples in single-cell RNA-seq

Cell type	Forager		Nurse		Queen	
	rep1	rep2	rep1	rep2	rep1	rep2
Glial cells	930	1456	1354	1940	768	820
Kenyon Cells	7605	8892	6783	6038	8862	6878
Olfactory Projection Neurons	1642	1979	1399	1491	2122	1770
Optic Lobe Cells	3517	3531	3340	3669	3502	2670
Hemocyte	14	97	25	13	165	32
Undefined neurons	5490	5033	5662	6435	4654	4591
Sum	19,198	20,988	18,563	19,586	20,073	16,761

We then integrated all the high-quality cell data into an unbatched and comparable dataset, which was then projected onto two dimensions via uniform manifold approximation and projection (UMAP) to visualize the cellular heterogeneity. As shown in Figures 1B and 1A total of 49 high-confidence cell clusters were identified. Of these, 37 clusters could be functionally annotated with marker genes predicted by FindAllMarkers (Table S4. 

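Leiden clustering of the 115169 cells gave 43 clusters, numbered from 0 by size, of which the largest held 8564 cells and the smallest, cluster 42, a single cell. The Kenyon-like clusters were 2, 3, 4, 6, 9, 10, 12, 13, 15, 33 and 34; clusters 8 and 26 were olfactory projection neuron-like, clusters 20, 22 and 23 glia-like and cluster 37 hemocyte-like. The markers tested were the genes the paper names for each class, with further genes fixed in advance. For glia the fold of *repo*, and for hemocytes that of *hml*, also had to exceed 1 on the log2 scale, a limit set after the data had been seen. That limit kept clusters 1 and 14 out of the named classes. Cluster 1 held 6.52% and 2.74% of the cells of the forager libraries, 9.32% and 8.42% of the nurse libraries, and 3.28% and 9.33% of the queen libraries. Cluster 14 held between 1.57% and 3.43% of each library. All names were rebuilt from markers, so a share can differ from the study's for that reason alone.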

Predicted marker genes for all cell clusters, related to Figure 1, Table S5. Transcripts in Glial cells, related to Figure 1, Table S6. Transcripts in Kenyon cells, related to Figure 1, Table S7. Transcripts in Optic lobe cells, related to Figure 1., Table S8. Transcripts in Olfactory projection neurons, related to Figure 1, Table S9. Transcripts in Hemocytes, related to Figure 1, Table S10. Transcripts in Undefined neurons, related to Figure 1) and orthologs of reported marker genes in *Drosophila*. Based on these findings, we divided the cells into five major categories: Kenyon cells (KCs), olfactory projection neurons (OPNs), glial cells, hemocytes, and optic lobe cells (OLCs) (Figures 1C–1E). Most cells were defined as neuron cells because they expressed the pan-neuron marker *elav* (Robinow and White, 1991), which is annotated as *LOC410689* in the honeybee. 

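The gene *elav* (LOC410689) lies on linkage group 1 of Amel_HAv3.1 from 19394430 to 19436388. At least 1 UMI of it was found in 98.0% or more of the cells of every cluster, the glia-like ones included. Per library, between 95.8% and 99.6% of glia-like cells had an *elav* UMI, so the presence of a UMI did not separate neurons from glia. The level did. In counts scaled to the same total for every library and class (CPM), *elav* stood between 3232 and 4024 CPM in the cells outside the glia-like and hemocyte-like clusters, and between 1415 and 2394 CPM in glia-like cells. The lowest neuronal library therefore lay above the highest glia-like one. Median depth was 5106.5 and 4609 UMIs per neuron in the forager libraries, 5028 and 5172 in the nurse libraries, and 5635.5 and 5922 in the queen libraries. Glia-like cells were shallower, with medians between 2169 and 3455 UMIs.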

We recognized three main subgroups of neurons: KCs, OPNs, and optic lobe cells. 

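The phospholipase gene *PLCe* (LOC408804, linkage group 4, 8940540 to 9048511) and *mub* (LOC408372, linkage group 12, 1709289 to 2029038) separated the Kenyon-like clusters from the others: *PLCe* was enriched in each of them, and *mub* in all except clusters 3 and 33. The 2 clusters that resembled olfactory projection neurons held 4047 cells (cluster 8) and 2007 cells (cluster 26), and both carried *otp* (LOC724282, linkage group 1, 22741676 to 22766642), *acj6* (LOC410657, linkage group 16, 6321560 to 6360034) and *oaz* (LOC413466, linkage group 14, 6666177 to 6752101) but not *C15* (LOC724148). Their cells differed in depth, with medians of 5141 and 15327 UMIs. The optic lobe markers belong to several subtypes, so they were not used to name a class. At least 3 of them were enriched in clusters 0, 16, 21, 30 and 35, which reached no other class. Of these markers, *bsh* (LOC724801) and *hth* (LOC552079) were both among the 10 leading genes of clusters 28 and 32, which are reported by number.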

Notably, KCs (clusters 2, 4, 5, 8–12, 17, 20, 21, 30, 34, 35, 42, and 46) were effectively distinguished by the enrichment of LOC408804 (*PLCe*) and *LOC408372* (*mub*) (Suenami et al., 2018), and OPNs (clusters 6, 7, 26, and 39) were identified by *LOC724282* (*otp*), *LOC724148* (*C15*), *LOC410657* (*acj6*), and *LOC413466* (*oaz*) (Davie et al., 2018); the highly abundant neurons of the optic lobe, collectively termed OLCs, were identified by a combination of markers. The captured OLCs were further divided into six subtypes: photoreceptors (cluster 48), Mi1 neurons (cluster 13), T1 neurons (cluster 16), PM neurons (clusters 15, 28, 18, and 47), Lawf2 neurons (cluster 36), and Tm5c neurons (clusters 19, 27, 29, and 45) (Davie et al., 2018). 

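Clusters that carried a marker of an optic lobe subtype among their 10 leading genes were left without a name, since these markers belong to several subtypes and did not name a class. Clusters 28 and 32, the pair led by *bsh* and *hth*, held 1906 and 1341 cells. *Hiscl1* was among the leading genes of clusters 16 and 25, *Lim3* (LOC410658) of clusters 21 and 29, and *Eaat-1* (LOC409919) of clusters 18 and 40. The homeobox gene *hth* also led cluster 35. The markers of the subtypes stand in 1 list, so the subtypes were not rebuilt, and no share of optic lobe cells is given for any caste.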

The corresponding markers are shown in Figure 1E.

In addition to the neurons, we found that cells expressing *LOC410151* (*rx2*), the homolog of *repo*, were recognized as glial cells (Edwards and Meinertzhagen, 2010; Shah et al., 2018). As a result, 7,268 (∼6.3%) glial cells were detected in our datasets, similar to the proportion found in *Drosophila* (∼6.4%) (Davie et al., 2018). Moreover, we also observed a few cells (∼0.3%, cluster 41) expressing the hemocyte markers *LOC411597* (*hml*) and *LOC551684* (*Fer2LCH*) that have also been found in the brains of fruit flies and ants (Davie et al., 2018; Sheng et al., 2020). 

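The homolog of *repo* (LOC410151) lies on linkage group 15 from 2480983 to 2487450. Its UMIs were found in 80.9% and 86.9% of glia-like cells of the forager libraries, 73.1% and 74.5% of the nurse libraries, and 89.1% and 70.3% of the queen libraries. Neurons, which should lack it, had a *repo* UMI in 23.9% and 34.0% of cells in the forager libraries, 20.3% and 21.8% in the nurse libraries, and 30.8% and 12.6% in the queen libraries. That background is why cells were not called glia from a single *repo* UMI. The level of *repo* was between 588 and 1531 CPM in glia-like cells, against 20.7 to 83.3 CPM in neurons. Of the 3 glia-like clusters, number 22 (2325 cells) was led by immune genes, among them *IRP30* (LOC408807), *hymenoptaecin* (LOC406142), *Apid1* and the abaecin gene LOC406144. The other glia-like clusters, 20 and 23, held 2382 and 2165 cells, and the photoreceptor gene *Lop1* was among the leading genes of cluster 20.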

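Glia-like cells numbered 6872. They made up 4.72% and 6.01% of the forager libraries (906 and 1261 cells), 7.34% and 9.51% of the nurse libraries (1362 and 1863 cells), and 3.44% and 4.71% of the queen libraries (691 and 789 cells). The mean share was 4.07% ± 0.894 (SD, n = 2) in queens and 6.89% ± 2.05 (SD, n = 4) in workers, a difference of -2.82 percentage points (two-sided exact permutation test, p = 0.133). In nurses the share was 8.42% ± 1.54 (SD, n = 2), against 4.72% ± 1.05 (SD, n = 4) in foragers and queens. Both nurse libraries lay above the other 4 (exact permutation test, two-sided, p = 0.0667). Cells with at least 1 UMI of *repo* made up between 15.3% and 37.2% of a library, most of them in neuronal clusters. The study's share has the same denominator, all kept cells, but its glial clusters were named by its own markers.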

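Cluster 37, with 348 cells, was hemocyte-like on 6 markers: *hml* (LOC411597, linkage group 8, 7303817 to 7318820), *Fer2LCH* (LOC551684, linkage group 14, 5959394 to 5961233), *Ppn*, *PPO*, *vkg* and *Col4a1*. Its leading genes included *Obp14* and the immune gene *PPO*. The libraries held 12 and 94 such cells for foragers, 25 and 13 for nurses, and 170 and 34 for queens. As shares of all cells these were 0.0625% and 0.448%, 0.135% and 0.0664%, and 0.847% and 0.203%, so replicates of 1 caste differed by several times and the castes overlapped. An *hml* UMI was also found in neurons, in 7.85% to 15.8% of cells per library.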

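Clusters that reached no class held 55.1% and 48.5% of the cells of the forager libraries, 55.5% and 60.1% of the nurse libraries, and 47.7% and 50.6% of the queen libraries. They include the optic lobe cells, which were not separated. Both nurse libraries lay above the other 4, by 7.32 percentage points on average (two-sided exact permutation test, p = 0.0667). Queens lay 5.67 points below workers, written as a difference of -5.67 (p = 0.267 from the exact test). The pan-neuronal gene *elav* had a UMI in nearly every cell of these clusters.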

Owing to the lack of marker genes enabling further subdivision, we termed the remaining 12 clusters "undefined neurons", because *elav* could be detected in these groups.

To compare differences in the cellular composition of brains derived from different castes, we counted the relative abundance of each cell category in the three female honeybee groups (Figures 1F, S2A and S2B). 

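Kenyon-like cells made up 35.7% and 38.2% of the forager libraries, 33.2% and 27.9% of the nurse libraries, and 40.3% and 38.4% of the queen libraries. Nurses thus had 30.6% ± 3.80 (SD, n = 2) and the other 4 libraries 38.1% ± 1.88, a difference of -7.59 percentage points (two-sided exact permutation test, p = 0.0667, the smallest that the design allows). Queens alone had 39.3% ± 1.38 (SD, n = 2) against 33.8% ± 4.41 (SD, n = 4) in workers, a difference of 5.59 points (exact permutation test, two-sided, p = 0.2). Cells like olfactory projection neurons made up 4.37% and 6.88% of the forager libraries, 3.79% and 2.49% of the nurse libraries, and 7.73% and 6.14% of the queen libraries. The nurse mean was 3.14% ± 0.923 (SD, n = 2) against 6.28% ± 1.43 in the others, a difference of -3.14 points (exact permutation test, p = 0.0667). Clustering with all variable genes gave -2.34 points for the same comparison, with both nurse libraries again below the others (exact permutation test, p = 0.133). Cells of this class were deeper in queens, with medians of 11834 and 8238 UMIs against 5026 to 6753 in workers. The upper limit on UMIs was 23474.5 in queens, 16091.5 in foragers and 15838.2 in nurses. It may have removed deep cells of this class from workers that queens kept, which was not tested for this share. Foragers and nurses had similar limits.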

As shown in Figure 1F, the neuron compositions of queens and foragers exhibited similar patterns, and the ratios of KCs and OPNs were higher than those in nurses. Moreover, consistent results were obtained between the two biological replicates for each tested group.

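The share of Kenyon-like cells differed more between the nurse replicates than between the forager or the queen replicates, and in both replicates it was lower in nurses than in any forager or queen library. Leaving out 1 library at a time kept the nurse difference in Kenyon-like cells between -10.3 and -4.91 points, and that in cells like olfactory projection neurons between -3.79 and -2.49 points. From these proportions the paper concludes that queens and foragers share a similar neuronal composition with more Kenyon cells and olfactory projection neurons than nurses.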

### Neuron classification using neurotransmitters and neuropeptides

During annotation, we observed that various genes associated with neurotransmitters and receptors were differentially expressed in the neuron subtypes. It has been demonstrated that neurotransmitters, including acetylcholine (ACh), glutamate, GABA, and monoamine molecules (e.g., octopamine and dopamine), are important in mediating distinct pathways involved in a variety of cognitive processes (Blenau and Baumann, 2001). On analyzing our datasets, we identified cholinergic (*VAChT*, *ChAT*), glutamatergic (*Gad1*, *VGAT*), and GABAergic (*VGAT*) neurons (Figure 2A), based on established markers that participate in the synthesis or vesicle transport of neurotransmitters (Allen et al., 2020; Brunet Avalos et al., 2019), accounting for 40, 8, and 15% of the total neurons, respectively. 

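Neurons were all cells outside the glia-like and hemocyte-like clusters, and a neuron was counted as positive with at least 1 UMI of the marker. *VAChT* (LOC725064, linkage group 7, 8493627 to 8499495) was found in 57.9% ± 2.78 (SD, n = 6 libraries) of neurons, *ChAT* (LOC408934, linkage group 7, 8536260 to 8573227) in 43.1% ± 3.96, *VGlut* (LOC410752, linkage group 1, 5079755 to 5087805) in 26.6% ± 3.06, *Gad1* (LOC408432, linkage group 13, 6391428 to 6409497) in 33.8% ± 4.24, and *VGAT* (LOC409089, linkage group 8, 3464378 to 3468649) in 34.4% ± 3.27. Free RNA and shared droplets also give such UMIs. Glia-like cells were taken as a class that lacks these genes, which was not tested and may not hold for *Vmat*. They carried 2 or more of the 4 markers *VAChT*, *VGlut*, *Gad1* and *Vmat* in 20.5% to 40.8% of cells per library, against 36.9% to 47.4% of neurons. With every cell thinned to 500 UMIs the shares were 10.1%, 5.51%, 2.84%, 5.90% and 4.05% in the same order, the largest change among the alternatives. Thinned glia-like cells had *VAChT* in 4.55% to 7.14% per library and *Gad1* in 4.82% to 7.84%. The neuronal share stood above these for *VAChT* and not for *Gad1*. Glia-like cells were shallower before thinning, so free RNA can take a larger share of them. The thinned shares therefore cannot tell whether *Gad1* in neurons exceeds the background. Requiring 2 UMIs gave 33.8% for *VAChT*, 11.8% for *Gad1* and 6.85% for *VGlut*. The denominator here is all neurons rebuilt from the files, and that of Figure 2A is the study's own set of neurons, so the sizes do not share a denominator.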

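*Vmat* (LOC408517) lies on linkage group 15 from 7764850 to 7780109, and a UMI of it was found in 18.8% ± 3.39 (SD, n = 6 libraries) of neurons, from 14.5% to 24.0%. Glia-like cells had a higher share, between 23.1% and 34.9% per library, although they are shallower. A single *Vmat* UMI thus did not separate neurons from glia-like cells. Free RNA adds about the same UMIs to every cell, so it need not explain this, and *Vmat* expression in glia stays open. After thinning to 500 UMIs the share with *Vmat* was 2.31% of neurons, against 3.60% to 6.66% of glia-like cells. Among the *Vmat* neurons, *ple* (TyHyd, linkage group 7, 9098081 to 9111467) had a UMI in 12.0% ± 3.90 of cells, *Tdc2* (LOC410948, linkage group 3, 6067086 to 6074615) in 2.83% ± 1.05, *DAT* (Dat, linkage group 1, 5335036 to 5350924) in 2.29% ± 0.696, and *TDH* (LOC411200, linkage group 7, 12184970 to 12189602) in 3.19% ± 1.73.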

*Vmat* has been used to label monoaminergic neurons (Allen et al., 2020), and we found that *Vmat*-positive cells (∼10% of neurons) could be further divided into dopaminergic (*ple*), octopaminergic (*Tdc2*), serotonergic (*DAT*), and histaminergic (*TDH*) neurons (Figures 2A and 2B). Amongst the monoaminergic neurons, there were remarkably more dopaminergic neurons than the other three subtypes.

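In every library *ple* was found in more *Vmat* neurons than *Tdc2*, *DAT* or *TDH*, from 8.47% to 18.2%. Glia-like cells with a *Vmat* UMI, for comparison, had *ple* in 5.81% to 14.2% per library. Thinned to 500 UMIs, *ple* was found in 3.29% of *Vmat* neurons, *DAT* in 1.42%, *TDH* in 0.454% and *Tdc2* in 0.441%. With at least 2 UMIs required of each marker the shares were 6.76%, 3.78%, 0.704% and 1.07%, so *ple* stayed the most frequent while the order of the others changed.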

**Figure 2:**
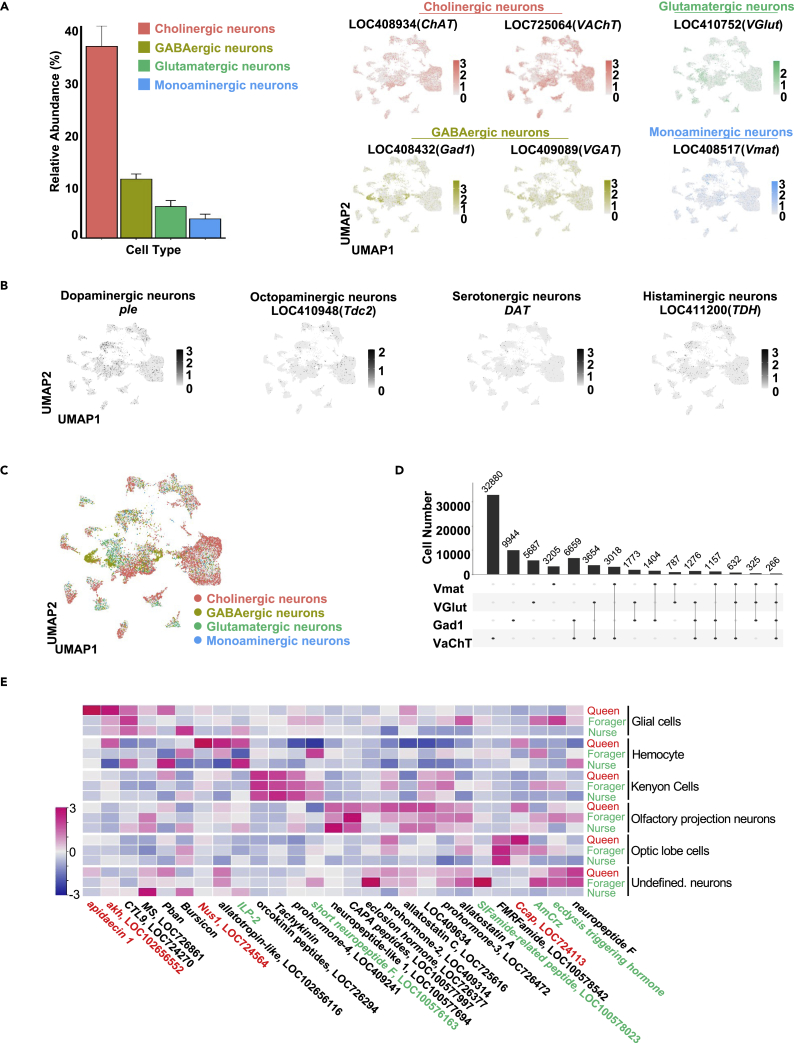
Expression of neurotransmitters and neuropeptides in the honeybee brain (A) Left panel: bar plot showing the relative abundance of cells in the honeybee brains assigned using different neurotransmitters. Bars represent the means of two biological replicates +SD Right panel: UMAP plots showing distribution of cells expressing biomarkers for the neurotransmitters including acetylcholine (*VAChT*, *ChAT*), glutamate (*VGlut*), GABA (*VGAT*, *Gad1*) and monoamine (*Vmat*). Expression shown in corresponding colors, intensity is proportional to the normalized expression levels. (B) UMAP plots showing sub-clustering analysis of *Vmat* positive cells. Four sub-clusters are identified representing dopaminergic (ple), octopaminergic (Tdc2), serotonergic neurons (DAT), and histaminergic (TDH). (C) UMAP plot color-code according to neurotransmitter expression. (D) UpSet plot (Conway et al., 2017) showing the co-expression of neurotransmitters. Numbers represent the number of cells. (E) Heatmap showing the expression of 27 indicated neuropeptides in different cell types of the three female groups. Expression was shown in magenta, intensity is proportional to the normalized expression levels. Queens (red) and workers (green) are distinguished. The caste-specific expressed neuropeptide genes are labeled with different colors. Red: queen-specific genes. Green: worker-specific genes. See also Figure S3.

Previous studies reported the co-existence of more than one neurotransmitter in the same neuron in *Drosophila* adult and larval brain cell atlases (Brunet Avalos et al., 2019). To ascertain if this also applied to honeybee brains, we evaluated all possible combinations between the four markers *VAChT*, *Gad1*, *VGlut*, and *Vmat*. 

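The number of the 4 markers *VAChT*, *Gad1*, *VGlut* and *Vmat* with a UMI was counted for each neuron. A single marker was found in 42.5% ± 2.00 (SD, n = 6 libraries) of neurons, none in 15.9% ± 2.12, 2 in 31.2% ± 1.92, and 3 or 4 in 10.4% ± 1.95. If the markers were spread over the neurons of a library independently, 2 or more would fall together in 37.6% to 47.9% of them, close to the observed shares. Thinning every cell to 500 UMIs left 18.8% of neurons with 1 marker, and 80.0% with none. With 2 UMIs required of a marker, 42.8% of neurons had a single marker.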

As shown in Figures 2C and 2D, nearly half of the neurons (51.9%) expressed one neurotransmitter, whereas the other neurons expressed two or more neurotransmitters. 

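None of the comparisons between castes can reach p = 0.05 in an exact permutation test of these libraries. The share of neurons with *VAChT* differed between queens and workers by -3.71 percentage points (two-sided exact permutation test, p = 0.2), and that of *VGlut* differed by -1.78 points (p = 0.667 from the exact test). *Gad1* was found in fewer queen than worker neurons in every library, by -6.51 points (exact permutation test, p = 0.0667), while *VGAT*, the other marker of GABAergic neurons, was found in more, by 5.28 points (exact permutation test, p = 0.0667). *Vmat* differed by -0.0732 points (exact permutation test, p = 1) and changed direction when doublets were removed, to 0.00498 points, or without the second forager library, to 1.66 points. Neurons with a single marker differed by 1.65 points (exact permutation test, p = 0.333), which became -3.01 points with cells thinned to 500 UMIs. Those with 2 markers differed by -3.12 points and those with 3 or 4 by -2.39 points. UMIs of 2 or more markers were found in 38.9% and 36.9% of queen neurons, below every worker library (39.8% to 47.4%). Glia-like cells, as the background, were also lowest in queens, at 25.8% and 20.5% against 27.2% to 40.8%.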

The statistical analysis revealed no significant differences in the neurotransmitter expression patterns among the three female groups (Figure S3A). Notably, the frequency of dual (17.3%) or multiple (3.7%) neurotransmitter-expressing neurons in the honeybee brains was significantly higher than that in fruit flies (10 and 1.8%, respectively) (Brunet Avalos et al., 2019), revealing the complexity of the neural communication network in honeybee brains.

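Of the neurons in each library, 36.9% to 47.4% had UMIs of at least 2 of the 4 markers. The ratio of the glia-like share to the neuronal share was 0.681 and 0.859 in the forager libraries, 0.682 and 0.703 in the nurse libraries, and 0.662 and 0.556 in the queen libraries, although glia-like cells were shallower. With cells thinned to 500 UMIs, 1.11% of neurons had 2 markers and 0.0324% had 3 or 4. With 2 UMIs required, 5.95% had 2 and 0.385% had 3 or 4. The fruit fly values of the comparison are not in the files. From the frequency of such neurons, the paper concludes that neural communication in honeybee brains is complex.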

Neuropeptides represent another type of essential messenger molecule for communication between neurons. Although numerous putative neuropeptides were previously observed in honeybees, the role of these peptides is poorly understood (Nassel and Homberg, 2006). We curated a panel of 27 reported honeybee neuropeptides and examined their expression at the single-cell level, and the heatmap in Figure 2E shows the cell-type-specific expression patterns of these neuropeptides in three female groups. 

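Of the 27 peptides of Figure 2E, 26 could be matched to a gene in the files by name or gene number. UMIs of each were summed per library in 5 sets of cells: Kenyon-like, glia-like, hemocyte-like, olfactory projection neuron-like and unnamed. Over these sets 104 tests between queens and workers had enough counts, and 10 of them passed the threshold, 9 with higher and 1 with lower expression in queens. Adjusted over the list alone, 7 passed. DESeq2, run as an alternative, called 11 of 108 tests, 9 higher and 2 lower in queens. With replicates as blocks, where libraries share no more than a number, edgeR called 12, of which 7 were higher and 5 lower. Leaving out 1 library at a time gave between 7 and 10 calls. By peptide, the calls came from 5 genes, of which *Apid1* passed in 4 of the 5 sets.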

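In the bulk libraries 8 of the 26 peptides matched passed the bulk threshold between queens and workers, 3 higher and 5 lower in queens; adjusted over the list alone, 9 did. *prohormone-2* (LOC409314, linkage group 11, 13599107 to 13605023) had a log2 fold change of -2.20, and *prohormone-3* (LOC726472, linkage group 13, 4392367 to 4394322) one of -1.38. In single cells the same 2 genes were higher in queens where they were called. In olfactory projection neuron-like cells *prohormone-2* rose by 1.20 (standard error 0.14, adjusted p = 2.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *prohormone-3* rose there by 0.51 (standard error 0.12, adjusted p = 0.0072 from the same edgeR test). The call of *prohormone-3* rests in part on low values in nurses, at 560 and 562 CPM. Queens stood at 864.5 and 1172 CPM and foragers at 860 and 962 CPM, so that the first queen library lay below a forager library. *FMRFamide* was lower in queens in the unnamed clusters, at -0.63 (standard error 0.13, adjusted p = 0.0071 from edgeR), a call that was lost without any of 5 of the 6 libraries, with an adjusted p of up to 0.0398 in edgeR. DESeq2 called 9 peptides in bulk.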

Compared with results analyzed by bulk RNA-seq data (Figure S3B), single-cell RNA-seq data showed a detailed differential expression in each cell type. For example, tachykinin and FMRFamide were highly expressed in mushroom bodies and optic lobes (Figure S3C), which is consistent with previously reported findings (Schurmann and Erber, 1990; Takeuchi et al., 2004). 

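Tachykinin (*Tk*, linkage group 7, 3706639 to 3736958) was highest in Kenyon-like cells in all 6 libraries, at 727 CPM on average, against 76.7 to 167 in the other sets. *FMRFamide* (LOC100578542, linkage group 5, 12741101 to 12747579) was highest in the unnamed clusters, which hold the optic lobe cells, in 5 of 6 libraries, at 32.1 CPM. In Kenyon-like cells, the neurons of the mushroom bodies, it stood at 7.15 CPM. The CPM of a class include free RNA, which all classes of a library share.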

Orcokinin, *CTL9*, and *ILP-2* were enriched in Kenyon cells, glia, and hemocytes, respectively. 

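Orcokinin (LOC726294, linkage group 11, 16169681 to 16173344) was highest in Kenyon-like cells in all 6 libraries, with 134.9 CPM on average and 25.7 in the unnamed clusters. *CTL9* (LOC724270, linkage group 3, 258070 to 279863) was highest in glia-like cells in 5 libraries, at 25.2 CPM. *ILP-2* (linkage group 14, 5016214 to 5017942) was highest in hemocyte-like cells in 4 libraries, at 20.7 CPM, a class of 12 to 170 cells per library.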

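Between foragers and nurses, edgeR called none of the tests of a peptide in a set of cells, where 33 had an unadjusted p under 0.05, and DESeq2 called 12 of 95. With p-values adjusted over the list alone, edgeR called 3. Between queens and workers, *prohormone-2* passed in the unnamed clusters with a log2 fold change of 0.95 and in glia-like cells with 0.60 (standard error 0.13, adjusted p = 0.00998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call in glia-like cells rests on low values in nurses, at 102 and 83.1 CPM, since foragers (182 and 200 CPM) stood beside queens (185 and 208 CPM). CAPA (LOC100577997) passed in olfactory projection neuron-like cells with 2.23. Queens kept deeper cells of this class under a higher limit on UMIs. The calls in this class, *prohormone-2* and *prohormone-3* included, were not tested under a common limit. Hemocyte-like cells had enough counts for 5 peptides, and none passed in edgeR, with 1 at an unadjusted p under 0.05, or in DESeq2.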

By comparing the datasets from the three female groups, we found that although most peptides exhibited a similar expression pattern, a few displayed caste-specific patterns. For instance, *Nus1* and *apidaecin 1* were highly expressed in the hemocytes and glial cells of queens, respectively, whereas *Crz* expression was specifically present in worker subcastes (Figure 2E).

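*Apid1* (apidaecin 1, linkage group 16, 4518604 to 4520315) had a log2 fold change of 10.10 between queens and workers in glia-like cells (standard error 0.79, adjusted p = 9.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other members of its family are near copies, so its reads could have been divided among them. It was highest in glia-like cells in 5 of 6 libraries, at 127 CPM, and it also passed in Kenyon-like, olfactory projection neuron-like and unnamed cells. The change in glia-like cells was not shown to exceed that in Kenyon-like cells, with a difference of 2.89 (standard error 1.46, adjusted p = 0.21 from edgeR). *Nus1* (LOC724564, linkage group 5, 12735009 to 12738761) reached 29.3 CPM in hemocyte-like cells and 25.1 to 27.6 in the other sets. In the hemocyte-like cells of queens it stood at 46.6 and 33.3 CPM, above every worker library (16.7 to 29.5), a difference of 16.0 CPM (exact permutation test, p = 0.0667), on 57 and 8 UMIs in queens and 1 to 12 in a worker library. The filter on low counts left it out of edgeR's test of these cells, and the exact test was added after its values had been seen. *Crz* (linkage group 1, 25171162 to 25173330) stood in olfactory projection neuron-like cells at 8.47 and 1.15 CPM in the queen libraries, 107 and 3.19 in the forager libraries, and 285 and 6.94 in the nurse libraries, so that the first queen library lay above 2 of the 4 worker libraries. Its log2 fold change there of -4.04 (standard error 1.47) had an adjusted p of 0.049 in edgeR's test and did not pass the threshold. In the unnamed clusters both queen libraries (24.0 and 15.9 CPM) lay above 3 of the 4 worker libraries, and in Kenyon-like and glia-like cells the first queen library did (17.1 and 23.7 CPM), and *Crz* passed in none of these 3 sets.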

### Reclustering of Kenyon cells

Because KCs and glial cells are two major cell types in the honeybee brain, we then focused on elucidating their transcriptomic features. Kenyon cells of two major classes (class-I and class-II) located in the mushroom bodies are vital for sensory information processing, learning, and memory (Farris, 2005; Mobbs, 1982). Previous studies involving imaging analysis led to the class-I KCs being grouped into three subtypes: large (lKCs), middle (mKCs), and small (sKCs) (Suenami et al., 2018). 

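Kenyon-like cells were clustered again without the genes that differed between queens and workers, which gave 17 subclusters. *mblk-1* (linkage group 15, 6989419 to 7038341) was enriched together with *dlg5* and *Syt14* in subcluster 1 (4458 cells), which was named large-type-like. Subcluster 7 (2339 cells) had as much *mblk-1*, with a log2 fold of 0.67 against 0.62 in subcluster 1, but no other marker of the large type past 0.5, and was not named. Leading genes of subclusters 6 and 8 each included 1 marker of small-type cells, but no subcluster reached 3 of them. *E74* (linkage group 3, 3327213 to 3476366) was highest in subcluster 9 (2300 cells), which is reported by number. Summed over Kenyon-like cells, *mblk-1* differed between queens and workers by a log2 fold change of 0.27 (adjusted p = 0.056 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *E74* by -0.30 (adjusted p = 0.048), neither of them past the threshold.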

By analyzing our single-cell seq datasets, we confirmed the existence of lKCs and sKCs with the specific markers *mblk-1* and *E74* (Suenami et al., 2016, 2018), respectively. Moreover, significant clustering of a KC population positively expressing *FoxP* (FoxP KCs) (Schatton and Scharff, 2017) was confirmed by our findings (Figures 3A, and 3B). In addition, class-II KCs failed to be defined because of a lack of information on suitable marker genes for bees. It is noteworthy that the three female castes shared a repertoire of closely related KC subtypes, although the proportion of all KCs in nurses was less than those in foragers and queens (Figure 3C).

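*FoxP* (Foxp, linkage group 13, 5292251 to 5526825) is a single marker, so the subcluster with its highest level, number 13 with 1106 cells, stays without a name. It held 2.99% and 1.56% of the Kenyon-like cells of the forager libraries, 2.95% and 2.51% of the nurse libraries, and 3.20% and 3.08% of the queen libraries. Queens lay above workers by 0.638 percentage points, less than the spread between the forager libraries (two-sided exact permutation test, p = 0.267). The log2 fold change of *FoxP* itself in Kenyon-like cells was -0.39 (adjusted p = 0.23 in edgeR).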

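Shares of the 17 Kenyon subclusters were taken over the Kenyon-like cells of a library. The large-type-like subcluster held 9.84% and 13.0% of the Kenyon-like cells of the forager libraries, 12.4% and 16.2% of the nurse libraries, and 7.49% and 7.62% of the queen libraries. Queens had 7.55% ± 0.0937 (SD, n = 2) against 12.8% ± 2.60 (SD, n = 4) in workers, a difference of -5.29 percentage points (two-sided exact permutation test, p = 0.0667). This rests on leaving out subcluster 7, where *mblk-1* is as high. With it added, an alternative chosen after seeing the data, queens had 19.6% and workers 14.8%, and the difference reversed to 4.81 points, again without overlap (exact permutation test, p = 0.133). Subcluster 7 held 13.0% and 11.1% of the queens' Kenyon-like cells and between 0.586% and 3.83% of the workers'. Subcluster 15 held 2.53% and 3.19% of the queens' cells, and 1 worker cell. Their cells were deep, with medians of 11293 and 13347 UMIs, and the limit on UMIs was highest in queens. Under the lowest caste's limit of 15838.2 UMIs for all, the queen shares were 12.7% and 10.6% in subcluster 7, and 2.38% and 2.34% in subcluster 15.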

**Figure 3:**
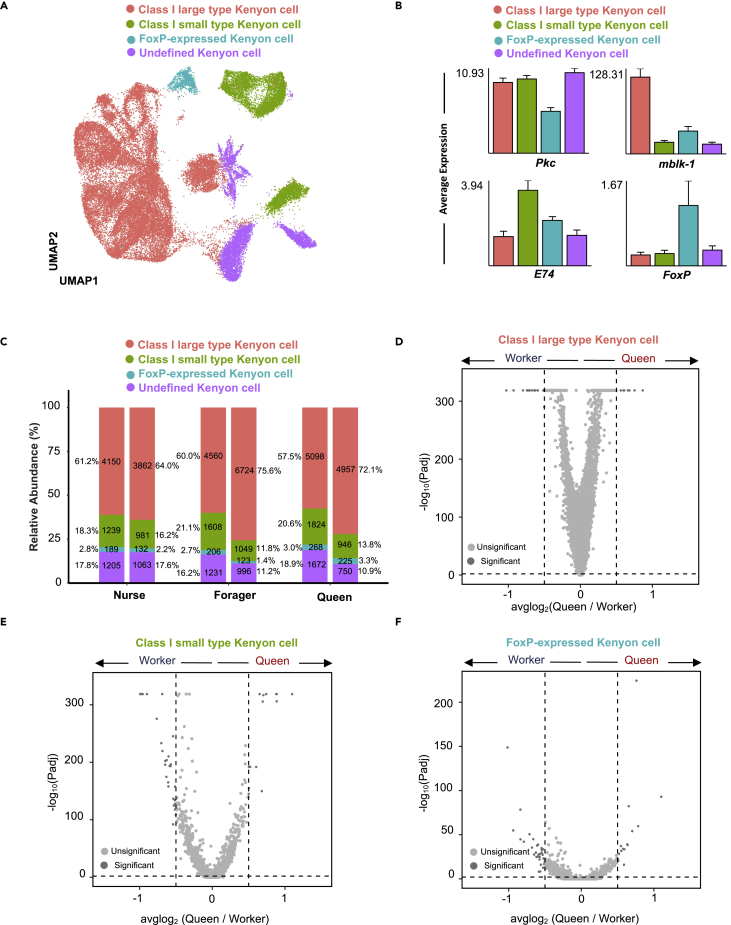
Reclustering analysis of honeybee Kenyon cells (A) UMAP plot of Kenyon cells, showing the composition of three identified subtypes. Each dot corresponds to a single cell, colored according to cell type. (B) Selected marker genes for Kenyon cell subtypes. The y axis shows the average expression in each cluster for the indicated gene. Bars represent the means of two biological replicates +SEM. (C) Average proportion of Kenyon cell subtypes among nurse, forager, and queen brain samples. The number of cells and the percentage of each cell type are shown. Split bars showing the cellular composition of the replicates in each caste or subcaste. (D–F) Volcano plot showing gene expression in Kenyon cell subtypes among queens and workers. The dashed line indicates log2FC threshold of +/−0.5. See also Figure S4 and Table S11.

We subsequently employed FindMarkers to analyze the differentially expressed genes (DEGs) in each KC subtype (Table S11) and found that the gene expression profiles of the lKCs, sKCs, and FoxP KCs between queen and worker castes were comparable on the volcano plot (Figures 3D to 3F). 

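UMIs of all Kenyon-like cells were summed per library, and 10499 genes had enough counts to test. Between queens and workers, 844 genes were higher and 710 lower in queens. The count rested on single libraries: without the second nurse library 204 genes were higher and 132 lower. The 2-group fit of queens against workers gave 373 higher and 247 lower, and DESeq2 called 1144 lower. With the limit of 0.5 on the fold scale of Table S11, natural logs of mean cells with 1 added, 10 were higher and 16 lower, a setting chosen after seeing the data. *IRP30* (LOC408807, linkage group 4, 8204758 to 8206134) had a log2 fold change of 7.98 (standard error 0.53, adjusted p = 3.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC113218520 (linkage group 2, 15182822 to 15184469) rose by 8.09 (standard error 0.48, adjusted p = 3.2e-04, edgeR), with 139 and 130 UMIs in the queen libraries and at most 1 in a worker library. Among the largest falls, LOC552202 and LOC113218518 had no UMI in either queen library, so no fold change is given for them. *Mrjp1* (linkage group 11, 2274667 to 2277905) fell by 7.54 (standard error 0.52, adjusted p = 3.2e-04, edgeR), with the uncertainty of its gene family. In the large-type-like subcluster 543 genes were higher and 381 lower in queens, among 8865 tested. Without the first queen library these were 179 and 139. In the subcluster with the highest *FoxP*, 296 were higher and 305 lower among 7415, where DESeq2 called 75 and 160. In subcluster 9, with the highest *E74*, 364 were higher and 269 lower among 8067. From the volcano plots of single cells, the paper concludes that the Kenyon cells of queens and workers have comparable expression profiles.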

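Each comparison of 2 castes was also fitted with edgeR in the same model. In Kenyon-like cells queens differed from foragers in 1026 genes and from nurses in 1321. Without the second forager library the first of these was 34, and without the second nurse library the other was 5, so single libraries decided them. In the large-type-like subcluster the counts were 720 and 669, in the subcluster with the highest *FoxP* 386 and 406, and in subcluster 9 389 and 365.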

The Venn plots in Figure S4A summarize the number of DEGs in the two groups for each cell subtype. It appeared that there were considerably fewer DEGs in each KC subtype between nurses and foragers than between foragers and queens, which was in agreement with the bulk RNA-seq results (Figure S4B). However, the DEGs in these comparisons displayed no significant enrichment of gene ontology items.

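Between foragers and nurses, edgeR called 4 genes in Kenyon-like cells, 145 in the large-type-like subcluster, 31 in that with the highest *FoxP* and 10 in that with the highest *E74*. Each of these lay below the count for queens against foragers in the same cells. The 145 fell to 2 without the second nurse library, and to 14 on the fold scale of Table S11, chosen after seeing the data, and DESeq2 called 565 genes in Kenyon-like cells. All 4 genes called in Kenyon-like cells were lower in foragers. They were *Mrjp3*, with no UMI in either forager library, *Mrjp2* (linkage group 11, 2301533 to 2304856) with a log2 fold change of -6.09 (standard error 0.35, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Mrjp1* with -5.49 (standard error 0.34, adjusted p = 0.0012, edgeR) and LOC102654469 with -2.22. LOC102654469 was named after its value had been seen. In bulk, 1 gene passed: LOC726737 (linkage group 5, 13084874 to 13089155) was higher in foragers by 4.88 (standard error 0.26, adjusted p = 0.0019, edgeR). Its CPM were 332 and 420 in foragers and 11.4 and 13.9 in nurses. DESeq2 called 98 genes in bulk, and 1327 had an unadjusted p under 0.05 in edgeR.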

### Reclustering of glial cells

Given that glial cells are essential for the functioning of the nervous system, we performed glial cell reclustering analysis by employing the marker genes used for classifying different subtypes of glia in *Drosophila* (Allen et al., 2020; Parker and Auld, 2006). 

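Clustering of the glia-like cells alone, without genes that differed between castes, gave 8 subclusters. Subcluster 7 (196 cells, median 11802.5 UMIs) had 3 enriched markers of surface glia, *Tret1* (linkage group 1, 14292090 to 14310767), *vkg* (LOC408551, linkage group 16, 6992891 to 7033121) and *SPARC*. None of the 3 was among its 10 leading genes, which included the immune genes *IRP30*, *Apid1*, *hymenoptaecin* and *Def1*, along with *Obp4* and the gland marker *Hbg3*, so it is reported by number. Subcluster 0 (2067 cells) had the highest sum of the log2 folds of *Idgf4* (LOC413324, linkage group 8, 8992567 to 8995529) and *Tsf1* (linkage group 15, 7734777 to 7737849), 0.74 and 1.73, but 2 markers do not reach the 3 that a name needed. *Idgf4* alone was higher in subclusters 3 and 5, with log2 folds of 1.02 and 1.04. *Tsf1* and *Vg* were among its leading genes, and LOC100577082 was the first. Of the others, subcluster 6 (256 cells) had *ebony* (LOC409109) and subcluster 5 (308 cells) photoreceptor genes among their leading genes. Subclusters 1 to 4 held 1473, 1419, 743 and 410 cells.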

As shown in Figures 4A and 4B, glia reclustering revealed four subtypes: surface glia (*Tret1*, *vkg*), astrocytes (*ebony*, *GlnS*), ensheathing glia (*Idgf4*, *Tsf1*), and cortex glia (*wrapper*, *zyd*). By calculating the proportion of each cell type, we identified different compositions among the three female groups (Figure 4C). In particular, the relative ratio of ensheathing glia was higher in queens' brains than in workers' brains. 

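Glial subcluster 7, the one with 3 markers of surface glia, made up 0.773% and 2.70% of the glia-like cells of the forager libraries, 1.91% and 0.751% of the nurse libraries, and 7.96% and 7.60% of the queen libraries. Its share was 7.78% ± 0.251 (SD, n = 2) in queens and 1.53% ± 0.946 (SD, n = 4) in workers, with no overlap (two-sided exact permutation test, p = 0.0667). Immune genes that are higher in queens lead this subcluster, although genes past the threshold were kept out of the clustering. The median depth of its cells was the highest of the glial subclusters.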

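The glial subcluster with the highest combined fold of *Idgf4* and *Tsf1* made up 24.5% and 18.0% of the glia-like cells of the forager libraries, 30.9% and 33.9% of the nurse libraries, and 28.8% and 46.5% of the queen libraries. The first queen library lay below both nurse libraries. The queen mean of 37.7% ± 12.5 (SD, n = 2) exceeded the worker mean of 26.8% ± 7.06 (SD, n = 4) by 10.8 percentage points, less than the spread between the queen libraries (two-sided exact permutation test, p = 0.267). Without the second queen library the difference was 1.98 points, and without the first 19.7. At a finer resolution of 0.5 the matching subcluster held 31.8% ± 12.6 of queen and 14.1% ± 2.13 of worker glia-like cells, and both queen libraries then lay above every worker library, by 17.7 points on average (exact permutation test, p = 0.0667). Centring genes over all libraries together gave 19.0 points, the largest of the clusterings tried, and clustering with all variable genes 16.3 points, both without overlap. From the higher ratio in queens, the paper proposes that a high ratio of ensheathing glia could mark the queen caste.

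**Figure D1:**
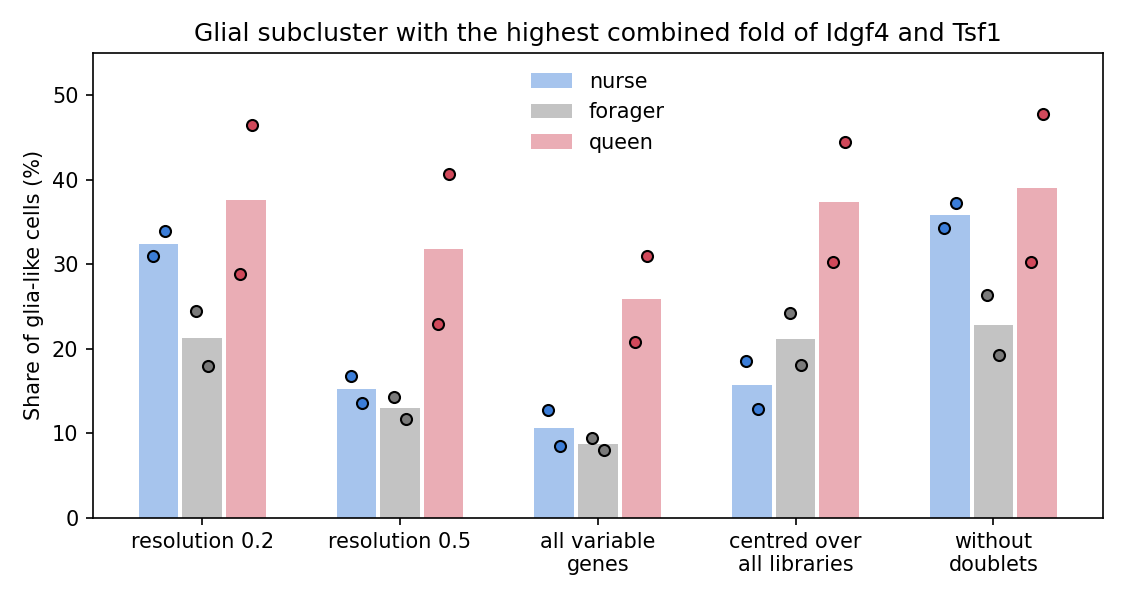
Share of glia-like cells (percent) in the subcluster with the highest combined fold of Idgf4 and Tsf1, at Leiden resolutions 0.2 and 0.5, with all variable genes, with genes centred over all libraries together, and without neighbours of simulated doublets. Points are libraries and bars the means of 2 libraries per caste; at resolution 0.2 the queen libraries stand at 28.8% and 46.5%, 1 below and 1 above the nurse libraries.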

Ensheathing glial cells have been reported to function as phagocytes in the *Drosophila* brain (Doherty et al., 2009), and are also associated with the aging process (Sheng et al., 2020). 

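The mean share of the subcluster with the highest combined fold of *Idgf4* and *Tsf1* among glia-like cells was 32.4% ± 2.09 (SD, n = 2) in nurses and 21.3% ± 4.60 (SD, n = 2) in foragers. Both nurse libraries lay above both forager libraries, by 11.1 percentage points on average (two-sided exact permutation test, p = 0.333, the smallest that 6 splits allow). The difference was 2.22 points at the resolution of 0.5, 1.87 points when the clustering used all variable genes, and reversed to -5.43 points when genes were centred over all libraries together.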

We observed that nurse bees had relatively more ensheathing glia than foragers. Recent studies in *Harpegnathos* reported the expansion of ensheathing glia in the reproductive caste (Sheng et al., 2020). Hence, a high ratio of ensheathing glia could be a biomarker for the queen caste. In addition, DEGs in each glial cell subtype were depicted in volcano plots (Figures 4D–4G, Table S11), and the number of DEGs was summarized in Venn plots (Figure S4C).

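In all glia-like cells, edgeR called 527 genes higher and 305 lower in queens than in workers, among 9294 tested. Without the second nurse library these fell to 111 and 51. Without a filter on low counts, 543 genes were lower. On the fold scale of Table S11, chosen after seeing the data, 31 genes were higher and 14 lower. *IRP30* rose from 3.56 to 5346 CPM on average, a log2 fold change of 10.82 (standard error 0.72, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hymenoptaecin* (linkage group 6, 2367078 to 2368717) rose by 9.43 (standard error 0.43, adjusted p = 3.3e-06, edgeR) and LOC406144 (linkage group 10, 12267100 to 12267965) by 9.65 (standard error 0.58, adjusted p = 2.0e-05, edgeR). *Def1* (linkage group 6, 8673495 to 8675023) rose by 5.47 (standard error 0.14, adjusted p = 1.7e-08, edgeR). *Tsf1* rose from 365 to 2021 CPM, by 2.52 (standard error 0.30, adjusted p = 7.4e-04, edgeR), while *Idgf4* changed by 0.63 (standard error 0.19, adjusted p = 0.038, edgeR) and did not pass. Among the largest falls, LOC113218518 and LOC100578276 had no UMI in a queen library, and LOC406081 fell by 4.96 (standard error 0.74, adjusted p = 0.0022, edgeR). The log2 fold change of LOC406081 ran from -7.96 to -4.01 with 1 library left out, so its size rests on single libraries. LOC100578276 overlaps LOC410368 on linkage group 12, which makes both uncertain, and its call was lost without any 1 of the 6 libraries. Between foragers and nurses 12 genes passed, and without the second forager library none did in edgeR; *Mrjp1* had the smallest adjusted p (6.3e-04, edgeR), with a log2 fold change of -5.97 (standard error 0.43). By subcluster, edgeR called 522 genes higher and 404 lower in queens in subcluster 1, 103 and 32 in subcluster 2, 39 and 9 in subcluster 3, 186 and 31 in subcluster 4, 13 and 5 in subcluster 5, and 9 and 4 in subcluster 6. Of the cells of subcluster 1, 21.9% were neighbours of simulated doublets, against 0.0484% in subcluster 0 and none in the others. They had a median of 6449 UMIs and the neuronal genes *Kakusei*, *Ks-1* and *Br-c* among their leading genes, so the counts of subcluster 1 need not be those of glia alone. In subcluster 7, 141 were higher and 81 lower, and without the second forager library 31 and 11.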

**Figure 4:**
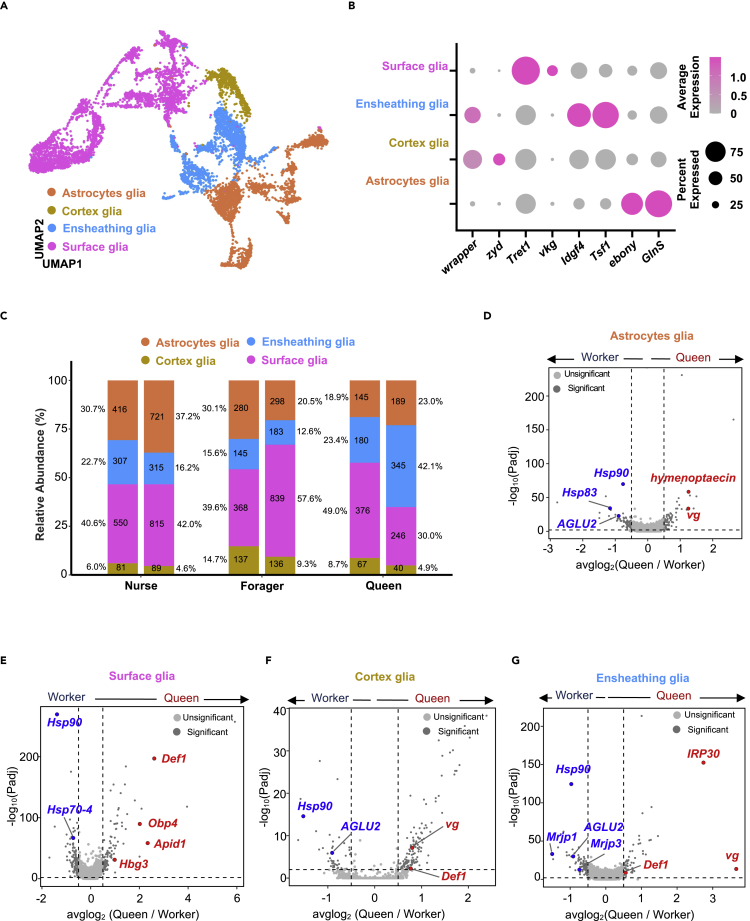
Reclustering analysis of honeybee glial cells (A) UMAP plot of glial cells, showing the composition of four identified subtypes. Each dot corresponds to a single cell, colored according to the cell type. (B) Dot plot showing the expression level and percentage of selected marker genes in different glia subtypes. Dot size corresponds to the percentage of cells expressing a particular gene, whereas color intensity represents gene expression levels. (C) Average proportion of glial cell subtypes among nurse, forager, and queen brain samples. The number of cells and the percentage of each cell type are shown. Split bars showing the cellular composition of the replicates in each caste or subcaste. (D–G) Volcano plots showing gene expression in each Kenyon cell subtype among queens and workers. The main DEGs with physiological functions are highlighted. The dashed line indicates log2FC threshold of +/−0.5. See also Figure S4 and Table S11.

### Ensheathing glia expressed *vg* in a queen-specific manner

Having observed the high number of ensheathing glia in the brains of queens, we sought to analyze the differential gene expression between the ensheathing glia of queens and workers. As shown in Figures 4G and S4C, 111 genes were more highly expressed in the ensheathing cells of queens compared to those of workers (nurse and forager bees). In particular, ensheathing cells in queens displayed a log2-fold-change exceeding three in *vg* expression compared to the average expression levels of *vg* in worker ensheathing cells (Figure 5A). To confirm this observation, we performed fluorescence *in situ* hybridization (FISH) assays, using multiple probes including *vg*, *idgf4,* and *tsf1*. In this assay, *idgf4* and *tsf1* were used to specifically mark the ensheathing glial cells in adult brains. 

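In the glial subcluster with the highest combined fold of *Idgf4* and *Tsf1*, edgeR called 88 genes higher and 38 lower in queens than in workers, among 7034 with enough counts. Dropping the filter on low counts gave 257 higher and 105 lower. Without the first forager library 33 were higher, and without the second queen library 187. On the fold scale of Table S11, chosen after seeing the data, 26 were higher and 18 lower. *Apid1* passed with no UMI in any worker library, so no fold change is given for it. *IRP30* rose by 8.22 (standard error 0.51, adjusted p = 2.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tsf1* rose by 2.20 (standard error 0.22, adjusted p = 1.0e-05, edgeR), from 1018 to 4420 CPM. *Idgf4* differed by 0.66 (standard error 0.22, adjusted p = 0.095, edgeR), with 581 and 886 CPM. Among the largest falls were LOC406093 with -4.66, LOC100577082 with -3.95 and LOC410368 with -3.91, the latter overlapped by another gene. Queens differed from foragers in 75 genes and from nurses in 128, and foragers from nurses in 9.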

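The gene *vg* (Vg) lies on linkage group 4 from 5029485 to 5035661, and LOC107964258 (5027696 to 5029644) overlaps its start, so reads at that end are uncertain. In the subcluster with the highest combined fold of *Idgf4* and *Tsf1*, *vg* stood at 2032 and 40.8 CPM in the queen libraries, 10.8 and 1.47 in the forager libraries, and 0 and 0.985 in the nurse libraries. Its log2 fold change between queens and workers was 9.16 (standard error 1.09, adjusted p = 6.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 4.42 and 10.21 without 1 library at a time. This is log2 of sums, while the paper's value comes from averages of cells, so the sizes are not comparable. On the scale of Table S11, means of cells with 1 added, the *vg* change was 2.10 in log2. As a natural log that was 1.46, and 0.510 without the 1 queen cell with the highest value. A single cell of the first queen library held 975 of the 1036 *vg* UMIs of this subcluster in that library. Without cells of 10 or more *vg* UMIs the queen libraries stood at 121 and 40.8 CPM, 3.24 and 5.78 times the Kenyon-like cells of the same library. Counted per cell they held 0.308 and 0.0872 *vg* UMIs, 1.26 and 1.54 times those of a Kenyon-like cell, which is deeper. A *vg* UMI was found in 24.1% of the subcluster's cells in the first queen library and 6.81% in the second, with median depths of 2210 and 1884 UMIs. In the queens' Kenyon-like cells, taken as cells that should lack it, 20.0% and 5.27% had one, at median depths of 5149 and 6824 UMIs. Thinned to 500 UMIs the shares were 8.04% and 1.63% in the subcluster and 2.47% and 0.373% in Kenyon-like cells. Over all glia-like cells the log2 fold change of *vg* was 4.80 (standard error 0.85, adjusted p = 0.0045, edgeR), and DESeq2 gave 4.64 with an adjusted p of 0.013. Without the first queen library it was 2.12 (adjusted p = 0.084, edgeR), no longer past the threshold. In Kenyon-like cells *vg* also rose, by 6.62 (standard error 0.72, adjusted p = 9.9e-04, edgeR), from 0.358 to 31.0 CPM. The change in glia-like cells minus that in Kenyon-like cells was -2.08 (standard error 0.48, adjusted p = 0.014, edgeR), so it was not larger in glia. The change in the subcluster exceeded that in other glia-like cells by 6.58 (standard error 1.01, adjusted p = 8.4e-05, edgeR), and by 2.11 without cells of 10 or more *vg* UMIs, then not past the threshold. From this expression, in situ images and quantitative PCR of brains, the paper proposes *vg*-positive ensheathing glia as a subtype that marks the queen caste.

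**Figure D2:**
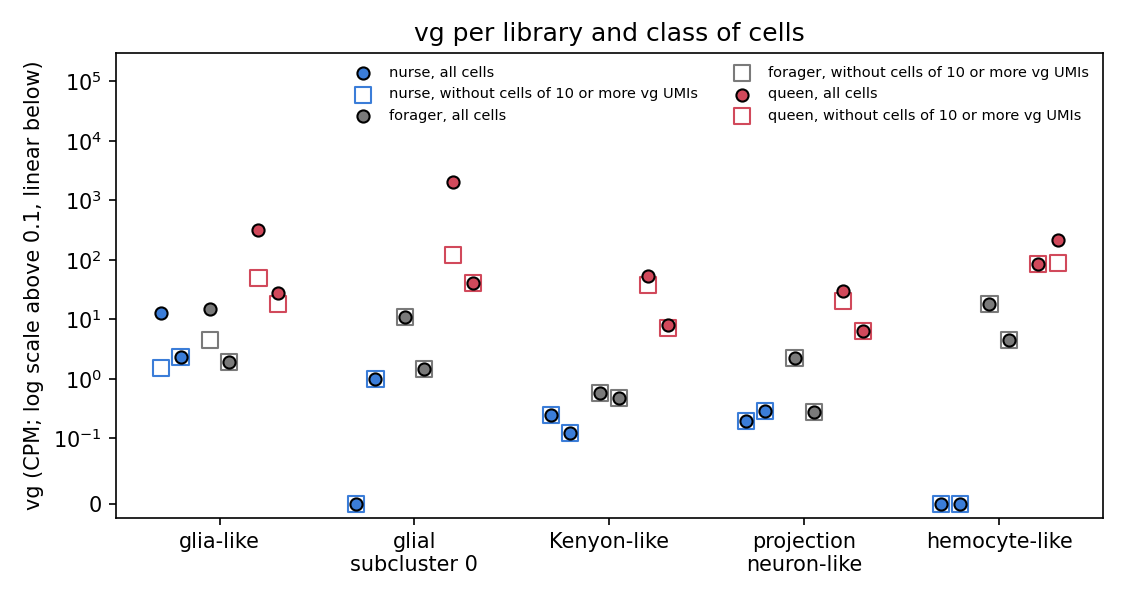
CPM of vg (log axis above 0.1, linear below) in each library of nurses, foragers and queens, for glia-like cells, glial subcluster 0 (the one with the highest combined fold of Idgf4 and Tsf1) and 3 other classes. Filled circles are all cells and open squares leave out cells with 10 or more vg UMIs; in subcluster 0 the queen libraries stand at 2032 and 40.8 with all cells, and at 121 and 40.8 without those.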

As shown in Figures 5B–5D, *vg* transcripts were highly expressed in ensheathing glial cells in queens' brains compared to that in the ensheathing glial cells in workers' brains. Although the expression of *vg* varied in honeybees at different ages, we confirmed that *vg* was significantly more highly expressed in the queen caste rather than in an age-dependent manner by using qPCR analysis (Figure S5A). As such, our results suggest that *vg-*positive ensheathing cells represent a specific subtype of glia in the queen brain and are likely to be a biomarker for the queen caste. Moreover, based on our findings, we then investigated whether *vg* contributes to caste differentiation.

**Figure 5:**
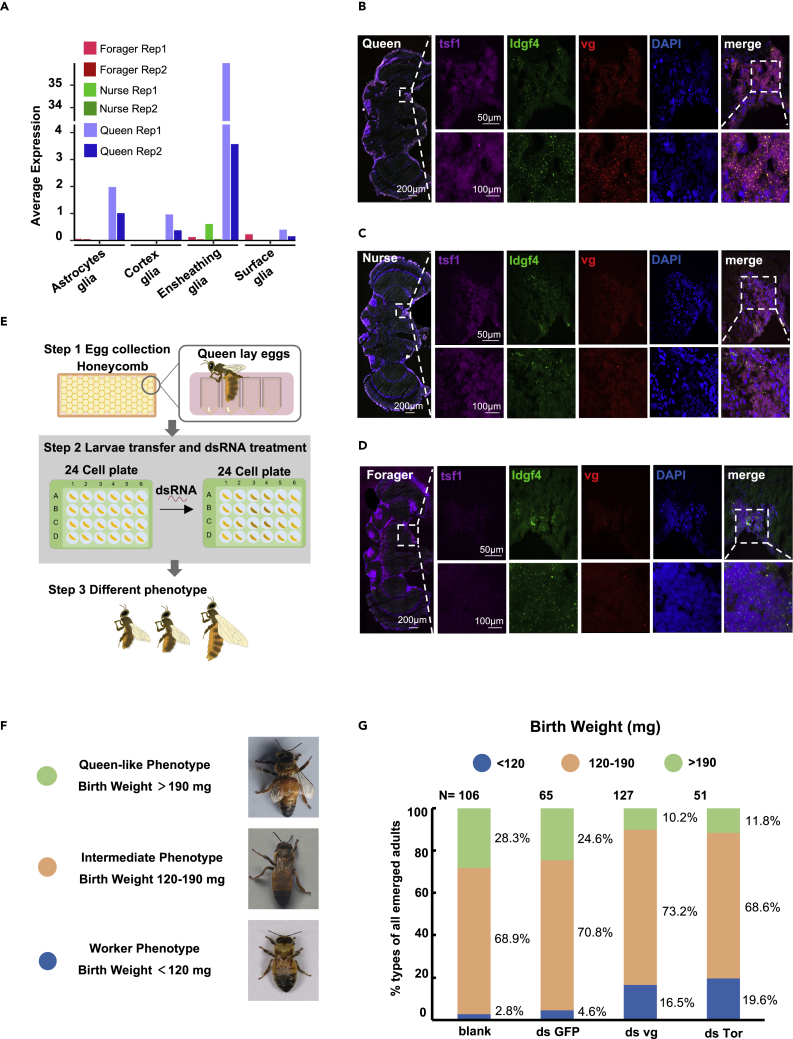
V*g* is expressed in ensheathing glia in a queen-specific manner and *vg* RNAi affects caste differentiation (A) Bar plot showing the average expression level of *vg* in four glia subtypes among replicates of nurses, foragers, and queens. (B–D) Simultaneous detection of *tsf1* mRNA (magenta), *idgf4* mRNA (green), *vg* mRNA (red), and (4′, 6-diamidino-2-phenylindole) DAPI-stained nuclei (blue), using confocal microscopy. The co-expression of *tsf1* and *idgf4* was used to mark ensheathing glia. Brain sections from the queen (B), nurse (C), and forager (D), respectively. Left: whole brain; Right: successively amplified regions with positive probe signals. Scale bars were indicated on the corresponding images. (E) Scheme of RNAi treatment assay based on the in-dish queen rearing system. First instar larvae were transferred into a 24-well plate and fed high nutritional foods. The double-strand RNAs were added or not added to the food in the treatment or control group, respectively. The pupae were transferred to another 24-well plate and kept still for eclosion. (F) The adults reared in the in-dish-rearing system are divided into three typical phenotypes according to birth weight. (G) Statistics for three phenotypes of four experimental groups (blank, ds GFP, ds vg and ds Tor). The phenotypes are colored according to different birth weight standards. The number of individuals and percentage of each phenotype are shown. See also Figure S5 and Table S12.

Indeed, our bulk RNA-seq analysis also showed that *vg* was one of the most differentially expressed genes in the brains of queens and workers (Table S12). These results indicate that high expression of *vg* may play more important roles in queens compared to that in workers. Therefore, examining whether *vg* is involved in caste differentiation is an interesting issue that warrants exploration. 

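In the bulk libraries *vg* had 942472 and 820830 counts in queens, 706 and 912 in foragers, and 946 and 7929 in nurses. After TMM normalization this was 56767 ± 5274 CPM (SD, n = 2) in queens and 199 ± 270 (SD, n = 4) in workers. The log2 fold change was 8.72 (standard error 0.80, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 8.31 and 9.70 with 1 library left out at a time. Among the 9932 genes tested, 683 were higher and 281 lower in queens, and *vg* ranked 4 by log2 fold change of the rises and 273 by adjusted p. Without the second queen library 409 were higher and 63 lower. The largest rises were LOC102654766 (linkage group 3, 783462 to 786931) with 11.58 (standard error 0.47, adjusted p = 9.4e-06, edgeR) and LOC112935903 (linkage group 13, 10547007 to 10550169) with 10.71 (standard error 0.64, adjusted p = 5.3e-05, edgeR). LOC107964258, which overlaps *vg*, followed with 8.86 (standard error 0.23, adjusted p = 2.8e-06, edgeR). The largest falls were *Mrjp1* with -14.66, *Mrjp3* (linkage group 11, 2268450 to 2272030) with -14.28 and LOC406081 (linkage group 5, 11679274 to 11685664) with -13.10. The calls of *Mrjp1* and *Mrjp3* were each lost under 2 of the 6 omissions of a library. Between foragers and nurses *vg* differed by -2.69 (adjusted p = 0.27, edgeR). From the difference between queens and workers, the paper proposes that high *vg* expression plays a more important role in queens.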

Previous studies suggested that knocking down *vg* expression in adult workers affects the behavioral transition between nurses and foragers (Nelson et al., 2007). Given that caste differentiation is determined during the early larval stage, we knocked down *vg* throughout the larval stages by conducting RNAi on larvae kept in an in-dish rearing system (Figure 5E). In this assay, we transferred the first instar larvae to a 24-well plate and fed them with adequate high-nutrition food compounds for development. For RNAi treatment, we packaged double-strand (ds)RNAs within a previously described synthetic nanomaterial (Jian et al., 2009; Lynn and Langer, 2000), which was added to the bee food (Figure S5B). The bees were fed with dsRNA-treated food until the pupal stage. Pupae were then transferred to another 24-well plate (Figure S5C), and the emerged adults were used for phenotypic analysis.

There are numerous differences in the body structure of queens and workers (Ament et al., 2010). Queen bees can easily be recognized by specific morphological features, particularly birth weight and body size. In our in-dish-rearing system, three groups of adults with different body phenotypes developed (Figure 5F): (1) over 22% of adults appeared similar to natural queens (birth weight >190 mg), and we termed this group the "queen-like" bees; (2) ∼75% of adults were lighter than queens but heavier than workers (birth weight 120–190 mg), and we termed them "intermediate" bees; and (3) ∼3% of adults had body weights similar to those of workers (birth weight <120 mg), and we called this the "worker" phenotype. The worker phenotype was also confirmed at gene expression level using DEGs from bulk RNA-seq (Figure S5D to S). As shown in Figure 5G, *GFP* dsRNA treatment did not affect the ratios of the aforementioned types of adults in our cultured system. However, *vg* knockdown significantly reduced the percentage of queen-like bees and increased the ratio of workers in tested populations. *Tor* is a known factor involved in caste differentiation (Mutti et al., 2011). Interestingly, we found that *Tor* knockdown displayed similar results as *vg* knockdown (Figure 5G). Moreover, to test the role of *vg* at the early larval stage, we performed another RNAi assay in which *vg* was knocked down at the late larval stage (after 96 h) when the queen fate had already been established (Weaver, 1966). We did not observe any effects in this assay (Figure S5T), indicating that *vg* contributes to caste differentiation during the early larval stage. Therefore, our results reveal that *vg* knockdown at the early larval stage can affect the development trajectory of queens, highlighting the importance of *vg* expression in bee development.

## Discussion

Caste differentiation is a hallmark of a social insect community. The honeybee is an excellent model organism for studying the mechanisms underlying determination and regulation of the caste fate of queens. Previous studies proposed that nutritional conditions in coordination with epigenetic regulation and nutrition-related signaling pathways control caste differentiation (Kucharski et al., 2008; Mutti et al., 2011; Spannhoff et al., 2011; Wang et al., 2021). Given that the behaviors of animals in a colony are relatively inflexible, and the relatively complex behaviors are controlled by the brain (Leadbeater and Chittka, 2007), we speculated that caste determination might be accompanied by differentiation of specific cell types. To identify the difference between queen and worker castes, we performed transcriptomic analysis of different caste brains at the single-cell level, and we identified a specific subtype of ensheathing cell with high levels of *vg* expression in queen brains. In particular, *vg* was more highly expressed compared to the average *vg* expression level in the ensheathing cells of workers. Importantly, we found that the knockdown of *vg* at the early larval stage, but not the late stage, significantly suppressed the developmental trajectory to queens. Therefore, our study not only identifies the high expression of *vg* in a subset of glial cells as a "molecular signature," but it also suggests that *vg* is involved in caste differentiation.

By analyzing transcriptomic features in this study, we obtained an important finding that glial cell populations vary significantly between queen and worker castes. Specifically, we found that the ratio of ensheathing glia was most variable among the castes and subcastes. The ensheathing glia population has been reported to be associated with caste transition, injury, and aging in ants (Sheng et al., 2020). In addition, the function of the ensheathing glia has been extensively studied in other model organisms, including *Drosophila* and mammals (Freeman, 2015; Ramon-Cueto and Avila, 1998). Our findings further emphasize the importance of this type of cell in regulating development and behavior.

*Vitellogenin* is a well-studied factor that is involved in a variety of biological processes, including reproduction, immunity, aging, and behavioral transition (Amdam et al., 2003; Havukainen et al., 2011; Ihle et al., 2015; Nelson et al., 2007; Seehuus et al., 2007). In particular, *vg* is synthesized by the fat body and then released to the hemolymph. Its expression in the hemolymph of queens has been reported to be much higher than that in workers (Barchuk et al., 2002; Guidugli et al., 2005). In this study, we identified a specific subtype of ensheathing glial cells that expresses *vg* at extremely high levels, suggesting that *vg* expression might be associated with the differentiation of this cell subtype. After knocking down *vg* with RNAi at an early larval stage, we found that the fate of queens was inhibited. In conclusion, our work identifies a subset of glial cells with *vg* high expression as a "biomarker" for the queen caste. It also suggests that *vg* plays a role in regulating caste differentiation in honeybees.

### Limitations of the study

There are some limitations to this study. First, from a technical standpoint, the single-cell atlas cannot completely cover all the cell types, and rare cell populations might be omitted. Second, available genomic information of honeybees is insufficient and has not been fully elucidated. As a result, ∼30% of captured cells in our atlases are functionally undefined. Third, the variation between replicates increased during reclustering analysis, particularly for glia subtypes, which was also an inherent issue of the approach of single-cell RNA-seq. It is easy to produce the variation when we capture those rare cell types. Nevertheless, the findings from our “FISH” assays provided experimental evidence to support our conclusions.

## STAR★Methods

### Key resources table

.

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Biological samples**		

Brains from queens for single-cell RNA-seq, 2 replicates	This paper	N/A
Brains from nurses for single-cell RNA-seq, 2 replicates	This paper	N/A
Brains from foragers for single-cell RNA-seq, 2 replicates	This paper	N/A
Brains from queens for bulk RNA-seq, 2 replicates	This paper	N/A
Brains from nurses for bulk RNA-seq, 2 replicates	This paper	N/A
Brains from foragers for bulk RNA-seq, 2 replicates	This paper	N/A

**Chemicals, peptides, and recombinant proteins**		

D (-) Fructose	Sigma-Aldrich	Cat# F3510
D (+) Glucose	Sigma-Aldrich	Cat# G7021
Bacto yeast extract	Thermo Fisher	Cat# 288620
fresh royal jelly	This paper	N/A
Papain, Lyophilized	Worthington	Cat# LS003119
Sf-900™ III SFM	Thermo Fisher	Cat# 12658019
DPBS	Thermo Fisher	Cat# 14190144
Bovine Serum Albumin	Sigma	Cat# A1933
10% Tween 20 solution	Bio-Rad	Cat# 1610781
Elution buffer	QIAGEN	Cat# 19086
TE buffer	Thermo Fisher	Cat# 12090015
Nuclease-Free water	Thermo Fisher	Cat# AM9937
Sodium acetate	Sigma	Cat# S5636
1,4-butanediol diacrylate	Alfa Aesar	Cat# 32780
Polyoxymethylene	Aladdin	Cat#C104190
Formamide	Macklin	Cat#F6287
N, N-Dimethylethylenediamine	TCI	Cat# D0719
Tetrahydrofuran	Energy Chemical	Cat# W310075
DMSO	Sigma	Cat# 472301
Trizol	Thermo Fisher	Cat# 15596018
AceQ Universal SYBR mixture	Vazyme	Cat# Q511
DAPI	Thermo	Cat#62248
Tween®20	Sigma	Cat#P1379-1L
Antifade Mounting Medium	VECTASHIELD	Cat#H-1000
Stellaris® RNA FISH Wash buffer A	Biosearch	Cat#SMF-WA1-60
Embedding medium for frozen	Sakura	Cat#4583
Hiscript III RT SuperMix for qPCR(+gDNA wiper)	Vazyme	Cat#R323-01

**Critical commercial assays**		

Chromium Next GEM Single Cell 3' Kit v3.1	10X Genomics	Cat# 1000121
Chromium Chip G Single Cell Kit	10X Genomics	Cat# 1000120
Single Index Kit Set A	10X Genomics	Cat# 1000213
AHTS® Universal V8 RNA-seq Library Prep Kit for Illumina	Vazyme	Cat# NR605-02
Qubit dsDNA HS Assay Kit	Thermo Fisher	Cat# Q32854
NEBNext® Poly(A) mRNA Magnetic Isolation Module	New England BioLabs	Cat# E7490
SPRIselect beads	Beckman Coulter	Cat# B23318
TransScript® First-Strand cDNA Synthesis SuperMix	TransGen	Cat# AT301-03
T7 RiboMAX™ Express Large Scale RNA Production System	Promega	Cat# P1320

**Deposited data**		

Raw data	This paper	GEO: GSE184507
Code	This paper	https://github.com/erroxml/Honeybee-scRNA-seq
Raw micrograph data	This paper; Mendeley Data	https://doi.org/10.17632/xrd623n43s.1

**Experimental models: Organisms/strains**		

Honey bees (*Apis mellifera*)	Institute of Biomedical Research, Yunnan University (China)	N/A

**Oligonucleotides**		

Primers for dsRNA DNA templates synthesis, see Table S1	This paper	N/A
Primers for qRT-PCR, see Table S2	This paper	N/A

**Recombinant DNA**		

pAc5.1-Flag-EGFP	This paper	N/A

**Software and algorithms**		

Cell Ranger (v3.1.0)	10X Genomics	https://support.10xgenomics.com
Seurat (v3.1.5)	(Butler et al., 2018)	https://satijalab.org/seurat
FastQC (v0.11.9)	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Trimmomatic (v0.39)	(Bolger et al., 2014)	http://www.usadellab.org/cms/?page=trimmomatic
STAR (v2.7.9a)	(Dobin et al., 2013)	https://github.com/alexdobin/STAR
RSEM (v1.3.1)	(Li and Dewey, 2011)	http://deweylab.github.io/RSEM/
DEseq2 (v1.32.0)	(Love et al., 2014)	http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
DAVID (v6.8)	(Huang da et al., 2009a, b)	https://david.ncifcrf.gov/
TBtools (v1.082)	(Chen et al., 2020)	https://github.com/CJ-Chen/TBtools
GraphPad Prism (v8.2.1)	GraphPad Software, La Jolla, CA	N/A
ZEN lite blue (v3.1)	Zeiss	https://www.zeiss.com.cn/microscopy/products/microscope-software/zen.html
Imaris (v9.0.1)	Oxford Instruments Group	https://imaris.oxinst.com/support/imaris-release-notes/9-0-0#9-0-1

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dahua Chen ( or ).

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Honeybees and brain sample collection

All the *Apis mellifera* colonies used in this study were kept in apiary supported by the institute of biomedical research, Yunnan University. We chose morphologically distinguishable nurses and foragers from the same colony. The workers those entered cells and nursed larvae were recognized as nurses, while the foragers could be easily identified by the yellow pollen loaded on their hind legs. The mated queens were obtained by artificial rearing and inseminating methods.

### Method details

#### Preparation for single-cell suspension

Before dissection, all bees were anesthetized by carbon dioxide. The whole brains of alive bees were dissected in ice-cold SF9-III medium for each biological replicate and immediately transferred to a pre-cooling tube containing SF9-III medium. Four to five brains were pooled. The dissociated brains were incubated with papain solution (Worthington, 1 μg/μL) at 35°C for 30 min, and briefly centrifuged (50 g, 10 s) to collect cell suspension and remove undigested tissue fragments. The cell suspension was centrifuged again (300 g, 5 min), and the pellet was washed twice with DPBS. Subsequently, the cell pellet was resuspended into 3 mL PBSB (DPBS+0.04% BSA) and filtered through a 20 μm pluriStrainer. An AO/PI Dual-fluoresces counting assay performed on the Countstar FL system detected cell counting and viability. The cell suspension (cell viability >95%) was adjusted to a final concentration of 700∼800 cells/μL.

#### 10x Genomics and sequencing

The single-cell 3′ gene expression libraries were generated following the manufacturer’s instructions (Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 User Guide). Each sample was processed on an independent Chromium Next GEM Chip G with a target capture of 10,000 cells. The quality of libraries was analyzed by Agilent 2100 Bioanalyzer. The libraries were sequenced by Illumina Novaseq 6000 platform.

#### Bulk RNA-seq

Five adult brains were pooled and homogenized in the Trizol reagent to extract total RNA. mRNA was isolated using the Oligo d(T)25 magnetic beads (NEB). The purified mRNA samples went through the steps of fragmentation, random primers annealing, double-stranded cDNA synthesis, adaptor ligation, ligation product purification, and library amplification according to the manufacturer’s instructions (VAHTS® Universal V8 RNA-seq Library Prep Kit for Illumina, Vazyme). Finally, a sequencing library suitable for the Illumina® platform was obtained. The quality of libraries was analyzed by Agilent 2100 Bioanalyzer. The libraries were then sequenced by Illumina Novaseq 6000 platform.

#### In-dish rearing of honey bee queens

Healthy mated queens were caged in a clean frame to lay eggs for 3-6 h (depending on the number of eggs). Then released the queen and waited for eggs to hatch. Before larvae transfer, prepared larval diet: 55% fresh royal jelly, 5% glucose, 10% fructose, 1% yeast extraction, and 30% distilled water; mix thoroughly. The 1st instar larvae were transferred from the comb to sterile 24-well plates. Each larva was fed with a 250 μL pre-heated (31°C) larval diet once every two days. The plates filled with larvae were placed horizontally in the constant temperature and humidity incubator (at 35°C, 95% R.H.). The mature larvae were moved to new sterile 24-well plates for pupation. The plates filled with pupae were placed horizontally in another incubator (at 35°C, 75% R.H.). When the color of pupae turned dark utterly, adult honeybees would begin to emerge.

#### Fluorescent *in situ* hybridization

Day1: Bee brains were dissected to remove Compound eye and ocellus, embedded in O.C.T and frozen in −80°C ready for section. 30μm is an appropriate thickness for the bee brain section to maintain tissue shape. The sections were washed with PBST for 2 min twice and then fixed with 4% paraformaldehyde for 30 min. Washed for 5 min twice in PBST, and sections were dehydrated with gradient ascending methanol (25%, 50%, 75%, 100%) (5 min for each concentration on ice) when sections were treated in 100% methanol，-20°C overnight. Day2: Dehydrated sections were treated with gradient descending methanol (100%, 75%, 50%, 25%) to rehydrated, PBST washed for 5 min twice on ice. And proteinase K (10 μg/mL) for 3 min, washed with PBST 5 min twice, then fixed again with 4% paraformaldehyde for 1 h. Washed with PBST for 5 min thrice. And they were treated with wash buffer (wash buffer A: PBST = 1:1) for 10 min, wash buffer A (6 mL Stellaris® RNA FISH Wash buffer A, 21 mL DEPC H2O, 3mL Formamide) for 5 min twice, HYB-(10 mL 20x saline sodium citrate, 20 mL formamide, 10 mL DEPC H2O, 40 μL Tween®20) for 5 min at room temperature then 1h at 37°C. Add probes (1: 600) diluted with HYB-(Probes for FISH were shown in Table S3). Placed sections at 37°C in an incubator for 18 h. Day3: Probes were removed thoroughly, HYB- 30 min at 37°C, PBST 2 min twice, DAPI (0.5 μg/mL) 30 min at room temperature, PBST 10 min thrice. The sections were mounted with Antifade Mounting Medium. Image reconstruction was processed using confocal microscopy.

#### Confocal imaging

The whole-brain imaging was performed using Zeiss LSM 980 confocal microscopes with Plan-Apochromat 40×/1.3 oil objective. Z-stack and tile scan features were used to image the large, wavy surfaces of the brain slices. The resulting tiles were then stitched into a single large image (ZEN 3.1 Blue software, Zeiss), which enabled visualization of the whole brain at high resolution. Imaris software (Imaris 9.0.1, Bitplane) was used to visualize images in 3D.

#### dsRNA synthesis and RNAi treatment

dsRNAs were synthesized in an *in vitro* transcription reaction using T7 RiboMAX™ Express Large-Scale RNA Production System (Promega). The DNA templates (∼500bp) of dsRNAs were amplified from the queens' ovaries cDNA. The T7 promoter sequence was added to the 5′end of all the primers for DNA template amplification. The primers used in this study were listed in Table S1.

To promote the efficiency and specificity of gene silencing, three dsRNAs targeted to different gene regions were mixed in equal proportions and diluted to a final concentration of 1 μg/μL of total dsRNA. For one treatment on one 24-well plate filled with larvae, 2.4 μg dsRNA mixture and 8μL transfection polymer material (Poly[oxy-1,4-butanediyloxy(1-oxo-1,3-propanediyl)[[2-(dimethylamino)ethyl]imino](3-oxo-1,3-propanediyl)]) were diluted in 80 μL 25 mM NaOAc buffer (pH5.0), vortexed vigorously for 30 s and then incubated at room temperature for 20 min. Dropwise added 3 μL mixture to the region near the larva’s head. The tips should avoid touching larva. This treatment was begun on the day after 1st instar larvae transfer and repeated once a day until the larval stage ended.

#### Synthesis of transfection polymer

To a solution of 1,4-butanediol diacrylate (10 mmol, 1982.2 mg, 1.982 mL) in THF (20 mL), diamine (10 mmol, 881.5 mg, 1.092mL) was added. The reaction mixture was stirred at 50°C for 48 h. After that, the reaction was cooled to room temperature and concentrated under reduced pressure. The polymer was prepared with DMSO into a solution of 500 mg/mL.

#### Quantitative real-time PCR

Total RNA was isolated with Trizol Reagent (Invitrogen). cDNA was synthesized using TransScript® First-Strand cDNA Synthesis SuperMix (TransGen). Quantitative RT-PCR was performed using AceQ Universal SYBR mixture (Vazyme) in duplicate on LightCycler 480 Ⅱ (Roche). Template concentrations were normalized to endogenous reference RpL32. Primers for quantitative RT-PCR were designed by PerlPrimer and shown in Table S2.

#### 10x data preprocessing

The 10x honeybee brain samples were each processed by the Cell Ranger (version 3.1.0) count pipelines provided by 10X Genomics to generate single feature-barcode matrices. The reference genome was built based on *A. mellifera* (assembly Amel_HAv3.1) from NCBI.

#### Data processing by seurat

The feature-barcode matrices of each sample (two biological replicates were performed for each queen, forager, and nurse experiment) were processed by Seurat (version 3.1.5) (Butler et al., 2018). Genes expressed in at least one cell were reserved for further processing. The duplicates of three types of honeybee brain samples were merged by the Seurat merge function. In addition, cells with unique feature counts between 200 and 5000, the number of UMIs between 500 and upper limit (upper limit = Q3 + 1.5 ∗ (Q3 – Q1), Q1 and Q3 are the first and third quartiles) and less than 15% of mitochondrial genes were screened for further analysis.

After the filtered datasets were normalized using the default parameters, variable genes were found using the FindVariableFeatures function in Seurat with the parameters including selection.method = “vst”, nfeatures = 3000. Then, three types of honeybee brain datasets were integrated using the IntegrateData function in Seurat with dims = 1:30 parameter.

Then, the data were reduced and clustered using principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) in Seurat. And Clustering of the data was processed using the FindClusters function with resolution = 1 parameter. Marks genes for each cluster were determined by Seurat FindAllMarkers function with parameters including only.pos = TRUE, min.pct = 0.1, logfc.threshold = 0.5, return.thresh = 0.01, test.use = “bimod”.

For reclustering of glia and Kenyon cells, cells set were selected by their respective marker genes, and analysis was carried out by the above method. The only difference was that the datasets of glia and Kenyon cells adopt 0.2 and 0.5 resolutions respectively. The information of all described genes in this study is summarized in Table S13.

#### Analysis of bulk RNA-seq

Bulk RNA-seq libraries were paired-end-sequenced. FastQC software (version 0.11.9) was used for quality control. Adapters were trimmed off with the Trimmomatic program (version 0.39) (Bolger et al., 2014). After filtering, the paired reads were aligned to the honeybee reference genome (assembly Amel_HAv3.1) using STAR software (version 2.7.9a) (Dobin et al., 2013). The STAR mapping produced reads were accurately quantified by the RSEM program (version 1.3.1) (Li and Dewey, 2011) to obtain count matrices about gene expression. The count matrices were processed by DEseq2 (version 1.32.0) (Love et al., 2014) R package.

#### Analysis of neuropeptides

The expression profiles of 27 reported bee neuropeptides were obtained from single cell RNA-seq and bulk RNA-seq. TBtools software (version 1.082) (Chen et al., 2020) was used to generate a heatmap.

#### Differentially expressed genes

For single cell RNA-seq data, differentially expressed genes were calculated by Seurat FindMarkers function with parameters including logfc.threshold = 0, min.pct = 0, test.use = “bimod”. The significance threshold was adjusted p value < 0.01, log2 foldchange of the average expression between the two groups >0.5 or < -0.5. For bulk RNA-seq data, adjusted p value < 0.01 and log2 foldchange >1 or < -1 in DEseq2 results were considered as differentially expressed genes.

#### Comparisons to bulk RNA-seq and single-cell RNA-seq

Pseudo-bulk normalized expressions of single-cell RNA-seq were obtained from three Seurat objects of forager, nurse, and queen. Compared with the normalized counts of bulk RNA-seq, the genes that were simultaneously detected were retained. The normalized expressions of single-cell RNA-seq and bulk RNA-seq were converted by log2 to calculate Spearman’s correlation coefficients using the stat_cor function from the ggpubr package.

#### Gene ontology enrichment analysis

The FindMarkers function of the Seurat R package was used to conduct data analysis. Genes with average log2 foldchange >0.5 and adjusted p value < 0.01 were considered as DE-Gs. GO term enrichment was performed using DAVID (Huang da et al., 2009a, b).

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism 8 software (version 8.2.1). Unpaired two side t-test was applied to determine whether the means of two populations were different, and differences were considered to be statistically significant at a value of p < 0.05.

## Data Availability

• Raw sequencing data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Raw micrograph data were deposited at online repository in Mendeley (https://doi.org/10.17632/xrd623n43s.1). • The codes used for analysis described in this study can be accessed at https://github.com/erroxml/Honeybee-scRNA-seq. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Single-cell transcriptomic analysis of honeybee brains identifies vitellogenin as caste differentiation-related factor
**Source:** iScience. 2022 Jun 18;25(7):104643. doi: 10.1016/j.isci.2022.104643
**Supplement:** Document S1. Figures S1–S5 and Tables S1–S3

## **Supplemental information**

### **Single-cell transcriptomic analysis of honeybee brains identifies vitellogenin as caste differentiation-related factor**

**Wenxin Zhang, Liangliang Wang, Yinjiao Zhao, Yufei Wang, Chaoyang Chen, Yu Hu, Yuanxiang Zhu, Hao Sun, Ying Cheng, Qinmiao Sun, Jian Zhang, and Dahua Chen**

**A**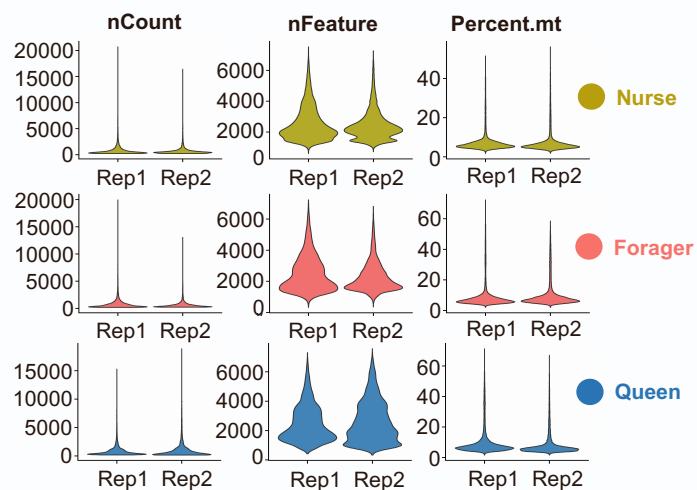**B**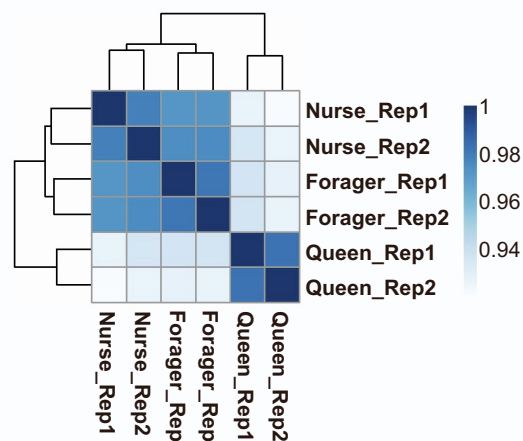**C**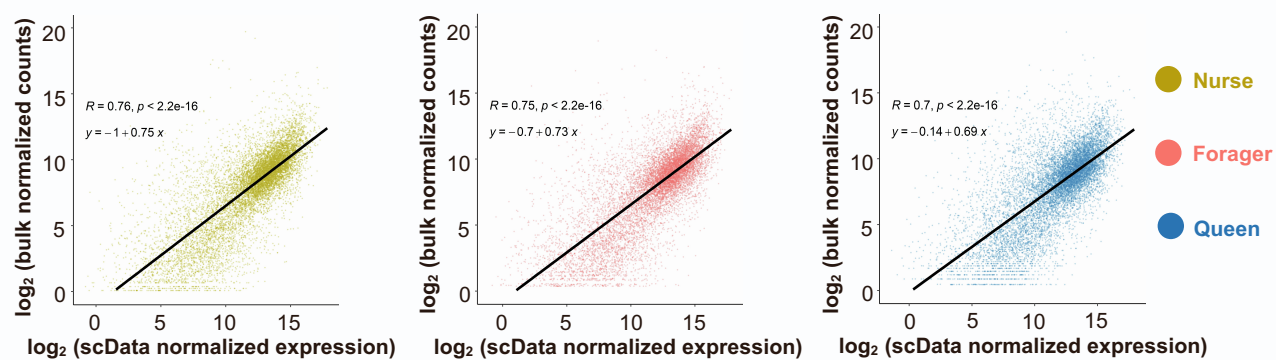

**Figure S1. Cutoff parameters and correlation between single-cell RNA-seq and bulk RNA-seq.**

Related to Figure 1.

(A) Violin plot showing the total number of molecules detected within a cell (**nCount**), the number of genes detected in each cell (**nFeature**), and the percent of mitochondrial transcripts (**percent. mt**) in each caste data. 

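The 3 quantities of the violin plots are the total UMIs of a cell, the number of genes with a UMI, and the share of UMIs from features with the mitochondrial prefix. The upper limit on UMIs that the methods' rule gives from the files was 16091.5 for foragers, 15838.2 for nurses and 23474.5 for queens, so queens kept cells of higher depth. The share of barcodes over the mitochondrial limit was 8.65% and 13.8% in the forager libraries, 6.02% and 8.14% in the nurse libraries, and 12.9% and 11.3% in the queen libraries.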

Dashed lines represent the following cutoffs: **nCount**:  $\geq 500$  and up to  $Q3 + 1.5 \times (Q3 - Q1)$ , ( $Q1$  and  $Q3$  represent the first and third quartile, respectively), **nFeature**:  $\geq 200$  and  $\leq 5,000$ , and **percent.mt**:  $\leq 15\%$ ;

(B) Clustered Spearman correlation matrix for different bulk RNA-seq replicates for three castes.

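Spearman's rho was computed across the 11345 genes of the bulk files for each pair of libraries. It was 0.987 between the forager replicates, 0.987 between the nurse replicates and 0.988 between the queen replicates. Between foragers and nurses it lay between 0.979 and 0.982, and between queens and workers between 0.929 and 0.947. The values are across genes, which are not independent replicates.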

(C) Single-cell pseudo-bulk vs. bulk RNA-seq expression in the brain. Scatter plot showing the relationship between the expression level of each gene in this filtered single-cell RNA-seq datasets ( $\log(\text{normalized expression})$ ) and the honeybee brain bulk RNA-seq datasets ( $\log(\text{normalized counts})$ ). The regression line is in black and the Spearman's correlation coefficient ( $R$ ),  $p$ -value ( $p$ ), and equation of the regression line appear in the upper left corner.

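A rank correlation uses only the order of the genes in each dataset, so the logarithm taken on both axes does not change it. A logarithm taken within each cell before summing can change that order. Summing raw UMIs in place of values scaled and log-transformed per cell gave 0.763 for foragers, 0.771 for nurses and 0.706 for queens.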

**A**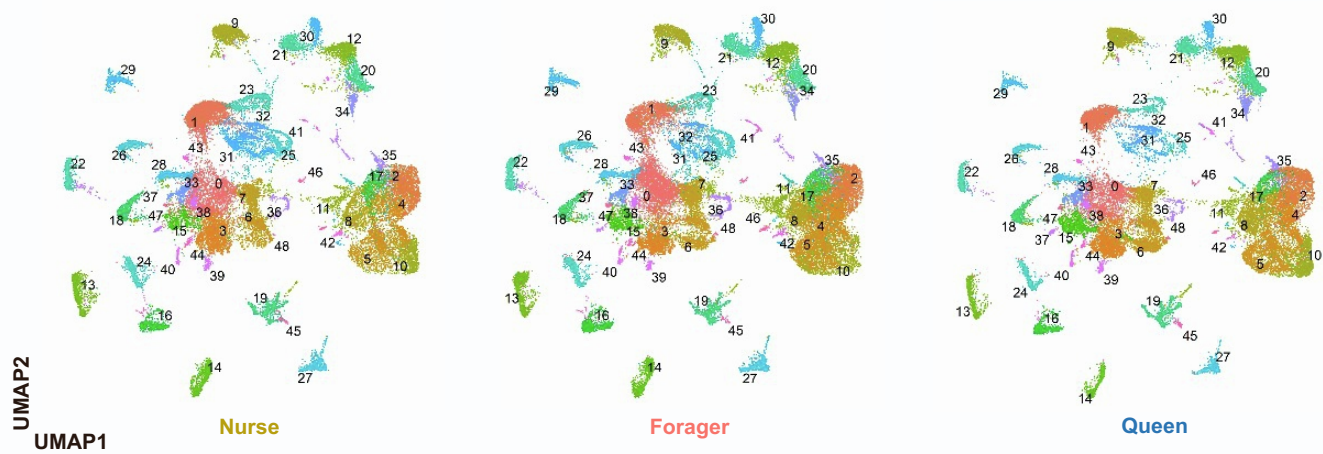**B**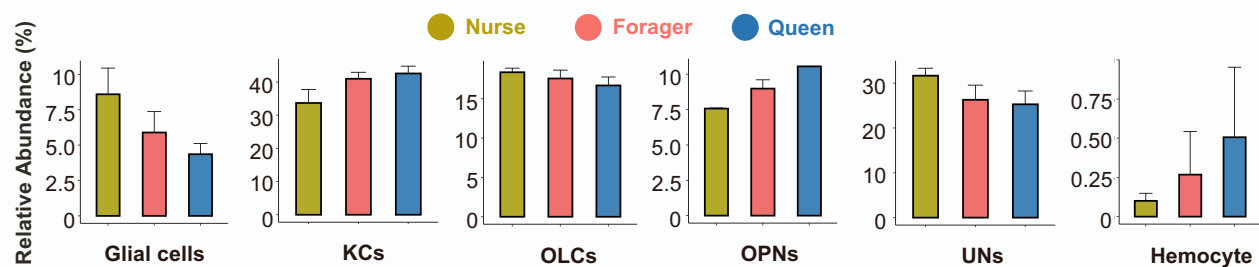

**Figure S2. Single-cell transcriptome atlases of three castes.**

Related to Figure 1.

**(A)** UMAP visualization of separated single cells in the brains of nurses, foragers, and queens, respectively.

**(B)** Percentages of each cell category among nurses, foragers, and queens. Y-axis:

Average percent of subtypes across the three castes. Castes are shown in different colors.

Each bar plot represents one subtype. Error bars represent + SD for two replicates.

A

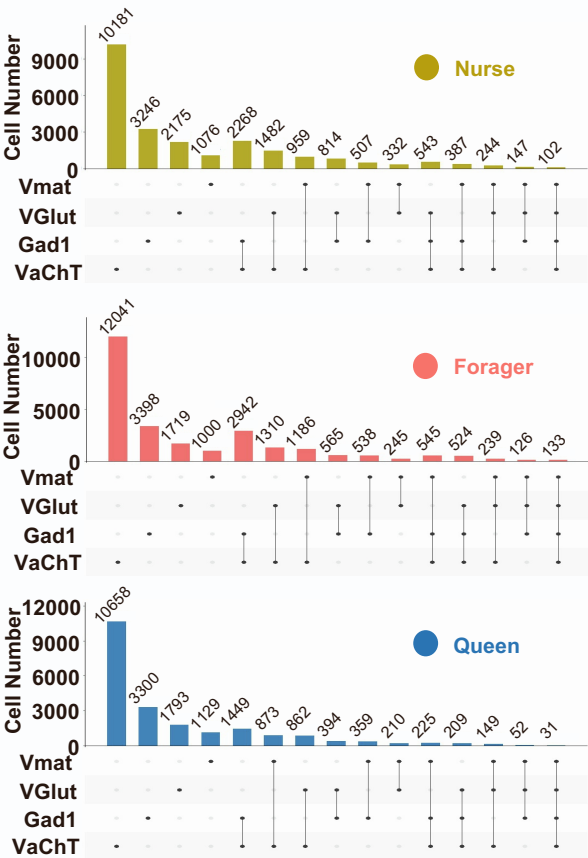

B

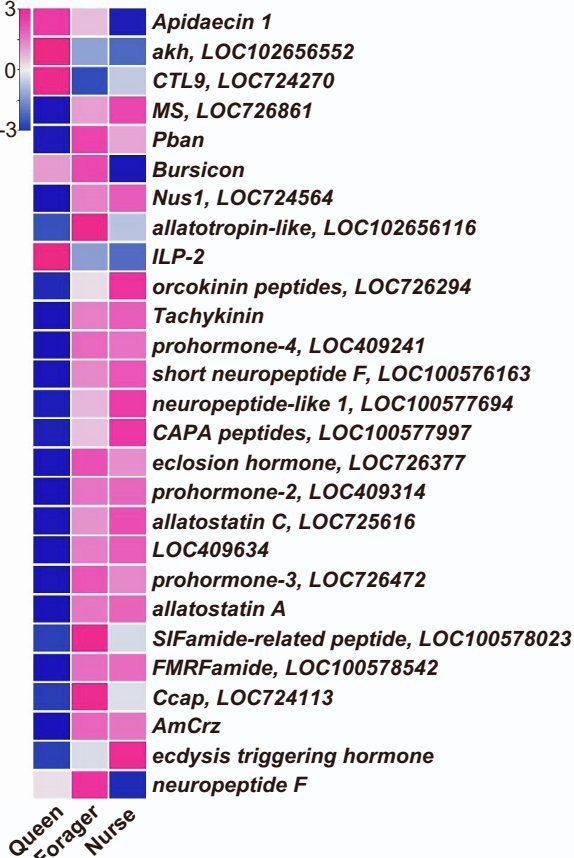

C

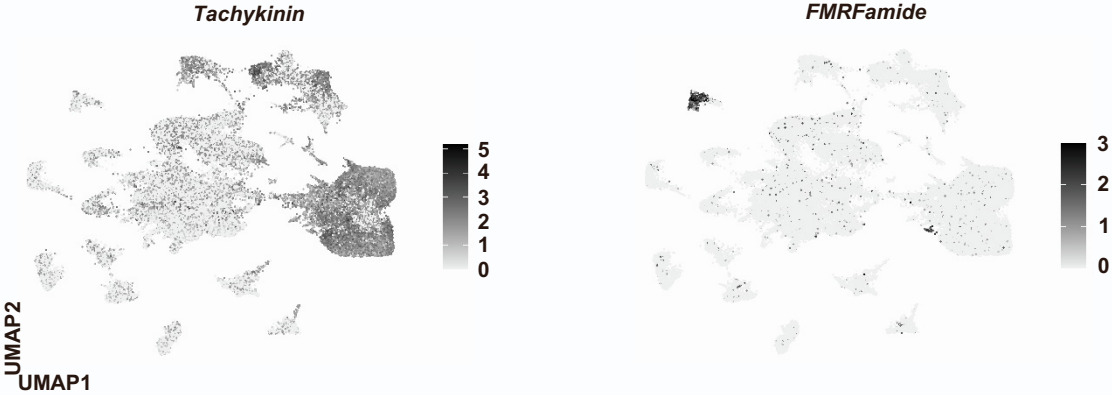

**Figure S3. Expression of neurotransmitters and neuropeptides in three female groups.**

Related to Figure 2.

**(A)** UpSet plots showing the co-expression of neurotransmitters in nurse, forager, and queen, respectively. Numbers represent the number of cells.

**(B)** Heatmaps showing expression patterns of 27 selected neuropeptides in bulk RNA-seq data from nurses, foragers, and queens, respectively. 

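The heatmap sets the peptides' bulk expression in each caste side by side. Of the matched peptides, *ILP-2* had a log2 fold change of 1.70 between queens and workers in bulk, and *akh* (LOC102656552) one of 1.30 (standard error 0.18, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tachykinin changed by -0.92 and did not reach the size the threshold needs. *Apid1* was higher in queens by 5.22 (standard error 0.32, adjusted p = 5.5e-05, edgeR). Its worker libraries ranged from 11.8 to 622.5 CPM. With nurses and foragers as 1 group, a fit chosen after seeing the data, DESeq2 gave 3.60 (adjusted p = 0.088, DESeq2). *Apid1* did not pass the threshold in that fit and is not listed in Table S12 of the paper.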

Expression is shown in magenta, intensity is proportional to the normalized expression levels.

**(C)** UMAP plots showing the distribution patterns of Tachykinin (left panel) and FMRFamide (right panel). Expression is shown in black, intensity is proportional to the normalized expression levels.

**A**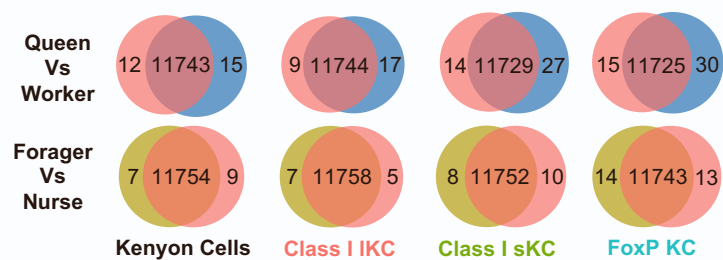**B**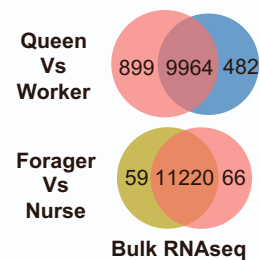**C**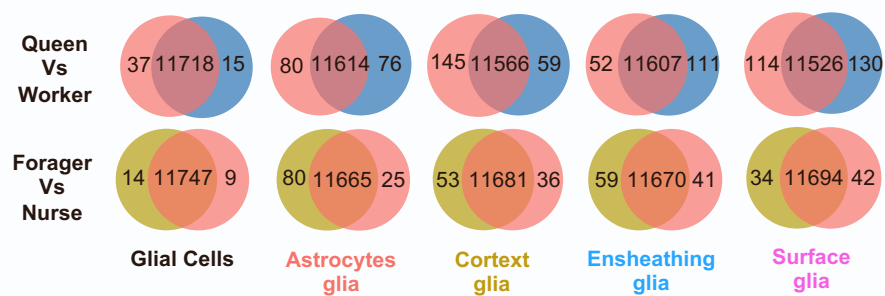

**Figure S4. Numbers of Differentially expressed genes in different castes and subcastes.**

Related to Figures 3 and 4.

**(A)** Venn plots showing the number of overlapped and differentially expressed genes for Kenyon cell and its subtypes in different castes and subcastes. Top: comparison between different castes (queen vs. worker); Bottom: comparison between different subcastes (forager vs. nurse). Class I IKC: Class I large type Kenyon cells; Class I sKC: Class I small type Kenyon cells; FoxP KC: FoxP-expressed Kenyon cells

**(B)** Venn diagram showing the number of overlapped and differentially expressed genes in bulk RNA-seq data. 

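The diagram counts the genes that differ in each pair of castes and those shared by 2 pairs. In the deposited bulk counts edgeR called 824 genes between queens and foragers and 754 between queens and nurses. Without the first forager library the first of these was 331, and without the second queen library the other was 347.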

Top: comparison between different castes (queen vs. worker); Bottom: comparison between different subcastes (forager vs. nurse).

**(C)** Venn plots showing the number of overlapped and differentially expressed genes for glia and its subtypes in different castes and subcastes. Top: comparison between different castes (queen vs. worker); Bottom: comparison between different subcastes (forager vs. nurse).

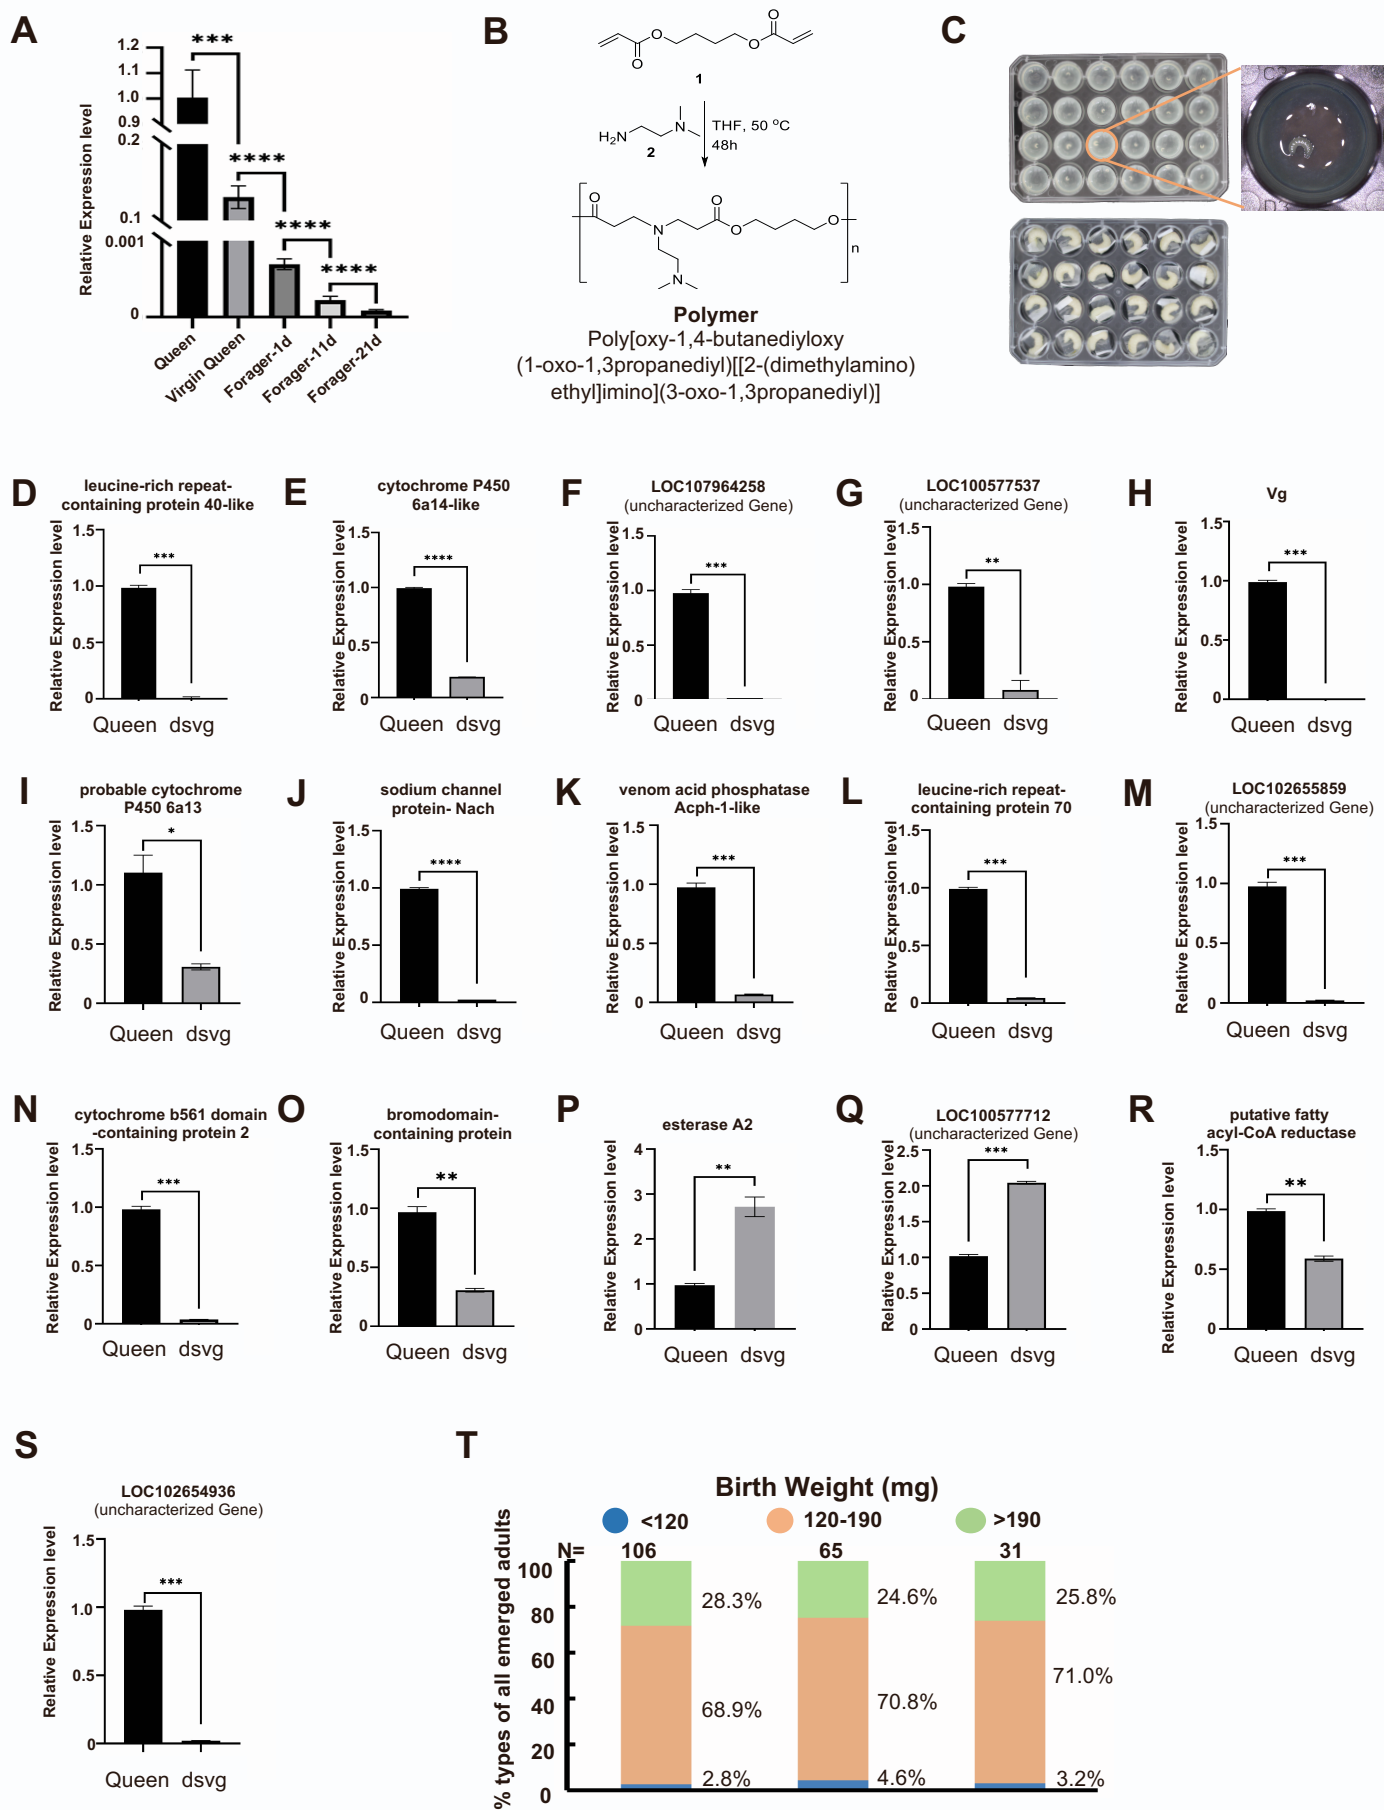

**Figure S5. Knockdown of *vg* at the late larval stage does not affect caste differentiation**

Related to Figure 5.

**(A)** Bar plot showing relative quantities of *vg* mRNA levels in honey bee brains from mature queens, virgin queens, 1-day foragers, 11-day foragers, and 21-day foragers.

Bars are means $\pm$ SD (three asterisks  $P < 0.001$ , four asterisks  $P < 0.0001$ ).

**(B)** Synthesis method and the chemical structure of the nanomaterial polymer.

**(C)** The left upper panel shows the honeybee larvae at the early larval stage. The right panel shows the zoomed detail for a single larva on the left plate. The lower panel on the left shows the still larvae ready for pupation.

**(D to S)** Quantitative real-time PCR analysis for indicated genes in brains from newly emerged queens (higher birth weight ( $>190\text{mg}$ ) adult from GFP-RNAi groups) and *vg* RNAi workers (lower birth weight ( $<120\text{mg}$ ) adult from *vg*-RNAi groups). The bar plots show the relative expression levels of indicated genes. These genes are selected from the top highly expressed genes in queen brains according to bulk RNA-seq data. 

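The genes chosen for quantitative PCR can be read in the bulk libraries. *IRP30* was higher in queens by a log2 fold change of 5.40 (standard error 0.52, adjusted p = 4.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Obp4* by 2.63 (standard error 0.20, adjusted p = 1.4e-04, edgeR) and *svp* by 1.82 (standard error 0.16, adjusted p = 2.7e-04, edgeR). *hymenoptaecin* rose by 3.80 (standard error 0.69, adjusted p = 0.0070, edgeR), a call that was lost without any of 4 of the 6 libraries, with an adjusted p of up to 0.038 in edgeR. *Tsf1* rose by 1.63 (standard error 0.26, adjusted p = 0.0040, edgeR). The worker libraries stood far apart, at 21.9, 84.5, 1909 and 2720 CPM for *IRP30* and at 7.18, 28.9, 956 and 1052 CPM for *hymenoptaecin*. The size of both rises thus depends on which workers are set against queens. With nurses and foragers as 1 group, *IRP30* rose by 3.64 (adjusted p = 0.10, edgeR) and *hymenoptaecin* by 1.88 (adjusted p = 0.40, edgeR). DESeq2 on the same 2 groups, a fit chosen after seeing the data, gave 3.65 (adjusted p = 0.10, DESeq2) and 1.88 (adjusted p = 0.51, DESeq2). Neither gene passed the threshold in these fits, and neither is listed in Table S12 of the paper.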

Most of the selected genes show consistent expression differences with bulk RNA-seq data.

**(T)** Statistics for three phenotypes of three experimental groups (blank, ds GFP, and ds *vg*-96hr). The phenotypes are colored according to different birth weight standards. The number of individuals and the percentage of each phenotype are shown.

**Table S1. Primers for dsRNA template synthesis. Related to STAR METHODS.**

| Oligonucleotides                                                                                                                                                                                         | SOURCE     | IDENTIFIER |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|------------|
| dsRNA( <i>gfp</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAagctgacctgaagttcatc-3'<br>dsRNA( <i>gfp</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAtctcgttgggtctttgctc-3'               | This paper | N/A        |
| #1 dsRNA( <i>vg</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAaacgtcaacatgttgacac-3'<br>#1 dsRNA( <i>vg</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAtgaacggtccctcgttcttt-3'          | This paper | N/A        |
| #2 dsRNA( <i>vg</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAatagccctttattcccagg-3'<br>#2 dsRNA( <i>vg</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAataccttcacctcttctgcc-3'          | This paper | N/A        |
| #3 dsRNA( <i>vg</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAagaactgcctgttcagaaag-3'<br>#3 dsRNA( <i>vg</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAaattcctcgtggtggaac-3'           | This paper | N/A        |
| dsRNA( <i>IRP30</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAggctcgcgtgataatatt-3'<br>dsRNA( <i>IRP30</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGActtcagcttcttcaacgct-3'            | This paper | N/A        |
| #1 dsRNA( <i>TOR</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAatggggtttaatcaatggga-3'<br>#1 dsRNA( <i>TOR</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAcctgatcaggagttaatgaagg-3'     | This paper | N/A        |
| #2 dsRNA( <i>TOR</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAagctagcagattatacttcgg-3'<br>#2 dsRNA( <i>TOR</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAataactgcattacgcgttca-3'      | This paper | N/A        |
| #3 dsRNA( <i>TOR</i> ) Forward Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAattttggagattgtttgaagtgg-3'<br>#3 dsRNA( <i>TOR</i> ) Reverse Primer:<br>5'-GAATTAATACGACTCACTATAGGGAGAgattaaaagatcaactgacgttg-3' | This paper | N/A        |

**Table S2. Primers for qRT-PCR. Related to STAR METHODS.**

| Oligonucleotides                                                                                                                                                                                               | SOURCE     | IDENTIFIER |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|------------|
| RT- <i>RpL32</i> Forward Primer: 5'-ACTCGTCATATGTTGCCAACT-3'<br>RT- <i>RpL32</i> Reverse Primer: 5'-CCATGAGCAATTTTCAGCACAA-3'<br><i>RpL32</i> (as an internal reference of qRT-PCR in honeybee tissue samples) | This paper | N/A        |
| RT- <i>vg</i> Forward Primer: 5'-AATTTGACGTATCCCTGGCTC-3'<br>RT- <i>vg</i> Reverse Primer: 5'-TCTGAACAGGCAGTTCTTGG-3'                                                                                          | This paper | N/A        |
| RT- <i>IRP30</i> Forward Primer: 5'-ATCGAGGAGTGTCTGGCTCA-3'<br>RT- <i>IRP30</i> Reverse Primer: 5'-AGCCGATCTTTCTGTCCACG-3'                                                                                     | This paper | N/A        |
| RT- <i>Tsfl</i> Forward Primer: 5'-CTCGAAGCGACCCGATCTTT-3'<br>RT- <i>Tsfl</i> Reverse Primer: 5'-CTCCTGCCAATCGTTCCACT-3'                                                                                       | This paper | N/A        |
| RT- <i>GB17538</i> Forward Primer: 5'-TTGGTTCTCTTCTGTGCCGTT-3'<br>RT- <i>GB17538</i> Reverse Primer: 5'-CCTCAGGTTCCAATTCGCT-3'                                                                                 | This paper | N/A        |
| RT- <i>GB54690</i> Forward Primer: 5'-TGTATCCAGCAACAGCCTCG-3'<br>RT- <i>GB54690</i> Reverse Primer: 5'-TAGCCACGAAGCACAAGGAG-3'                                                                                 | This paper | N/A        |
| RT- <i>GB55400</i> Forward Primer: 5'-GAACGTGGAGAACGTCCGAT-3'<br>RT- <i>GB55400</i> Reverse Primer: 5'-TGCACGCAGTATTTTGGGC-3'                                                                                  | This paper | N/A        |
| RT- <i>GB54511</i> Forward Primer: 5'-GAGGGACGAGGGAGGTAGTT-3'<br>RT- <i>GB54511</i> Reverse Primer: 5'-GACGGAAGGCGTGTGTCATA-3'                                                                                 | This paper | N/A        |
| RT- <i>LOC100577073</i> Forward Primer:<br>5'-ACATTTCAACCCCCTACGAACAT-3'<br>RT- <i>LOC100577073</i> Reverse Primer:<br>5'-TTCTGTGAAAGTGCCCCGAG-3'                                                              | This paper | N/A        |
| RT- <i>CSP3</i> Forward Primer: 5'-GCAGCTAACACGTCCAGCAA-3'<br>RT- <i>CSP3</i> Reverse Primer: 5'-CGAGCAGCCACAAGGACAAT-3'                                                                                       | This paper | N/A        |
| RT- <i>GB52144</i> Forward Primer: 5'-ATGGGACAGCGATTACGTGG-3'<br>RT- <i>GB52144</i> Reverse Primer: 5'-AGGCATCAACCTCGTTGCTC-3'                                                                                 | This paper | N/A        |
| RT- <i>GB41735</i> Forward Primer: 5'-ACATCGAGAACGTGGGCAAT-3'<br>RT- <i>GB41735</i> Reverse Primer: 5'-CCCGCGACTTTGGAATACCT-3'                                                                                 | This paper | N/A        |
| RT- <i>Arr2</i> Forward Primer: 5'-TTGGTCGCAGAGGGTAAAGC-3'<br>RT- <i>Arr2</i> Reverse Primer: 5'-CACCTCCCAAAGTACCACAGTT-3'                                                                                     | This paper | N/A        |
| RT- <i>RpL37A</i> - Forward Primer: 5'-TGAAGTACGACGCGCAATGAA-3'<br>RT- <i>RpL37A</i> - Reverse Primer: 5'-CGTGCGTTTTGCCATTTTGC-3'                                                                              | This paper | N/A        |
| RT- <i>GB51409</i> Forward Primer: 5'-TCGAGTGTGCATCAGTGACC-3'<br>RT- <i>GB51409</i> Reverse Primer: 5'-GAGGACGTGTTTCGACGGAT-3'                                                                                 | This paper | N/A        |
| RT- <i>GB40021</i> Forward Primer: 5'-TGTTGAAGGTCCCAAGACAGTAAG-3'<br>RT- <i>GB40021</i> Reverse Primer: 5'-TTTCCTCACCAACAGGATAGCG-3'                                                                           | This paper | N/A        |
| RT- <i>GB52597</i> Forward Primer: 5'-ATCATGAACAATGGAGGGGGC-3'<br>RT- <i>GB52597</i> Reverse Primer: 5'-TCGGACCGCAATTTCTTCGT-3'                                                                                | This paper | N/A        |
| RT- <i>prohormone2</i> Forward Primer: 5'-TACCCCAGGTGTGGGACAAT-3'<br>RT- <i>prohormone2</i> Reverse Primer: 5'-CCGCCGATTTCTCCGATCTT-3'                                                                         | This paper | N/A        |
| RT- <i>LOC112935903</i> Forward Primer: 5'-CAATGTGCGAGAAGTTGCCG-3'<br>RT- <i>LOC112935903</i> Reverse Primer: 5'-AACCACAGCTTCCAACGACA-3'                                                                       | This paper | N/A        |

|                                                                                                                                         |            |     |
|-----------------------------------------------------------------------------------------------------------------------------------------|------------|-----|
| RT-LOC102654766 Forward Primer:<br>5'-GGTCTATGTCAACAATTCCAAGTGC-3'<br>RT-LOC102654766 Reverse Primer:<br>5'-GTGGCTGAATTTCGTTGATGTAGC-3' | This paper | N/A |
| RT-LOC107964258 Forward Primer: 5'-ATTTTGGGTGGGCAGTGCAG-3'<br>RT-LOC107964258 Reverse Primer: 5'-CTCGTGCAGCAATCGAAGATG-3'               | This paper | N/A |
| RT-LOC100577537 Forward Primer: 5'-TATCTCGTGGTAGGGACCTGG-3'<br>RT-LOC100577537 Reverse Primer: 5'-CGATATGCCGGTTCGAAAGAGA-3'             | This paper | N/A |
| RT-LOC102653899 Forward Primer: 5'-CAATGTGCGAGAAGTTGCCG-3'<br>RT-LOC102653899 Reverse Primer: 5'-AACCACAGTTTCCGACGACAT-3'               | This paper | N/A |
| RT-LOC100578247 Forward Primer:<br>5'-AACAAATTTCAAACGCAACCAACAA-3'<br>RT-LOC100578247 Reverse Primer:<br>5'-TGCTCTGTTAATACATCCACTCCG-3' | This paper | N/A |
| RT-LOC724418 Forward Primer: 5'-TCCCACCCTCTGAGAAGCAA-3'<br>RT-LOC724418 Reverse Primer: 5'-CAAAGAAGGAGTGCCTCGGA-3'                      | This paper | N/A |
| RT-LOC107963996 Forward Primer: 5'-GCTGCGTGTATTGCATCTCG-3'<br>RT-LOC107963996 Reverse Primer: 5'-TCCAACCTTCTCCCTGTCCA-3'                | This paper | N/A |
| RT-GB40148 Forward Primer: 5'-GGTGCTCATGTGTCGAGTGA-3'<br>RT-GB40148 Reverse Primer: 5'-AAGTGATGCCCAGAATCCCG-3'                          | This paper | N/A |
| RT-LOC102655859 Forward Primer:<br>5'-TCCGTGAATGGTGTAAATATGGAACA-3'<br>RT-LOC102655859 Reverse Primer:<br>5'-GGAACACTGAAAATGGGCACAAA-3' | This paper | N/A |
| RT-GB54794 Forward Primer: 5'-CGTGATACTTGAGCCACCGT-3'<br>RT-GB54794 Reverse Primer: 5'-ACGAGATCGACAAGCGTCTG-3'                          | This paper | N/A |
| RT-GB43571 Forward Primer: 5'-TGATTCTGTGTTCCGAAGTGTGA-3'<br>RT-GB43571 Reverse Primer: 5'-TTCGATTGCTCTTTTTCAGGACAC-3'                   | This paper | N/A |
| RT-GB48555 Forward Primer: 5'-ATCTGGAAACGTCACCTGCGAT-3'<br>RT-GB48555 Reverse Primer: 5'-CCGCTCAGAATCCGTTTCAAGT-3'                      | This paper | N/A |
| RT-LOC102654936 Forward Primer: 5'-TTATCGGACCAAAGGCGAGC-3'<br>RT-LOC102654936 Reverse Primer: 5'-TTCGAAAGCGCCATCAAGGT-3'                | This paper | N/A |
| RT-GB53516 Forward Primer: 5'-GTCTTAGGCGCGAGGCAATA-3'<br>RT-GB53516 Reverse Primer: 5'-GAGCTTTCGGCAGTGTGGAT-3'                          | This paper | N/A |

**Table S3. Probes for FISH. Related to STAR METHODS.**

| <b>Oligonucleotides</b>                                 | <b>SOURCE</b> | <b>IDENTIFIER</b> |
|---------------------------------------------------------|---------------|-------------------|
| vg Antisense:<br>5'Quasar 570-CGUCCCGAUUCGCUGUCGCU-3'   | This paper    | N/A               |
| idgf4 Antisense:<br>5'FAM -GCUGGGCCUUCAAGUCGCGG-3'      | This paper    | N/A               |
| tsf1 Antisense:<br>5'Quasar 670-CGCGGCCACCAUCCGGACAG-3' | This paper    | N/A               |

How the deposited data were processed for this re-analysis (not part of the article)

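The deposited files hold 6 single-cell libraries and 6 bulk libraries of honeybee brains, 2 of each kind for queens, nurses and foragers. For the single cells, the authors pooled brains, dissociated them and ran Cell Ranger 3.1.0 on the Amel_HAv3.1 assembly. The deposited unit is the UMI count per gene and cell barcode, 1 file per library, without normalization, for the barcodes that Cell Ranger called as cells. The smallest of these had 1547 UMIs and 325 genes, so the lower limits on UMIs and genes given below removed none. For the bulk samples, the authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them with STAR and counted with RSEM. The deposited unit is RSEM's expected count per gene, not scaled for library size. Expected counts were rounded to whole numbers for the tests. The study's cell annotation was not among the files.

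Cells were kept by the limits of the methods: 200 to 5000 genes, at least 500 UMIs, less than 15% mitochondrial UMIs and no more UMIs than 1.5 interquartile ranges above the upper quartile of a caste. The kept cells held 115087623 and 115152267 UMIs in the forager libraries, 110046794 and 113024605 in the nurse libraries, and 145180530 and 122772935 in the queen libraries. The bulk libraries held 13135057 and 13641670 counts in foragers, 15177035 and 14374100 in nurses, and 14323281 and 14270980 in queens. Reads copied from 1 molecule are not independent in the bulk libraries, which have no molecular identifiers. Spread between libraries, and not counting error, is the error used throughout, and with 2 libraries per caste that spread is itself poorly known. Of the 11345 gene names of the bulk table, 11266 could be paired with a feature of the single-cell files.

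For clustering, the UMIs of each cell were scaled to 10000 and log-transformed. The 3000 most variable genes were taken after genes past the threshold between queens and workers, in sums of all cells of a library or in bulk, had been left out. Values were centred within each library and held to 10. Principal components (30) and neighbours (20) gave a shared-neighbour graph, from which links with a weight under 1 in 15 were removed, and Leiden clustering was run at resolution 1 with leidenalg 0.10.2 on igraph 0.11.9. Glia-like cells were clustered again at resolution 0.2 and Kenyon-like cells at 0.5, each without those genes and those past the threshold in that class (2765 and 2868 genes in all). Doublets were simulated within each library from 2000 variable genes at an assumed rate of 0.1, and their neighbours were removed as an alternative only. A marker counted as enriched when its log2 fold over all other cells exceeded 0.5, with 5 CPM added to both. A cluster of at least 10 cells took the name of the class with the largest sum of such folds, given 3 or more enriched markers, and for glia and hemocytes a fold of *repo* or *hml* over 1. That last limit was set after the clusters had been seen.

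Marker lists were fixed in advance for neurons, Kenyon cells and their large-type, small-type and *FoxP* kinds, olfactory projection neurons, glia, surface glia, astrocytes, ensheathing glia, cortex glia, hemocytes, optic lobe cells, photoreceptors, fat body and hypopharyngeal gland. Glial subcluster 7 had 3 enriched markers of surface glia, but its 10 leading genes held none of them and 1 of the gland list, so it is reported by number. No glial subcluster met the rule for astrocytes, ensheathing glia or cortex glia, and no Kenyon subcluster that for small-type cells. The list of neurons was used only to describe cells, and those of optic lobe cells and photoreceptors to describe leading genes. Of the photoreceptor list, *ninaC*, *trp*, *Lop1* and *Blop* were enriched in the glia-like cluster 20. The fat body and gland lists were used for leading genes and for tests of contamination.

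UMIs were summed per library over a class or subcluster and compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, and the quasi-likelihood test of 3 castes in 1 fit. Queens were set against the mean of nurses and foragers, and each caste against each other caste. Tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg over the genes tested. The thresholds are those of the methods: an adjusted p under 0.01, with a log2 fold change over 0.5 in size for single cells and over 1 for bulk. Differences between the changes of 2 classes were tested in 1 edgeR fit over both, with each library as a block and a term for class by caste. DESeq2 1.42.0 was the alternative. Shares of cells per library were compared by two-sided exact permutation tests with scipy 1.17.1. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-image 0.26.0 and matplotlib 3.10.9.

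The comparisons were tested on simulated data of the same depth and spread, in which 200 genes were changed by a log2 of 2. In bulk edgeR recovered 171 of them with 4 false calls, and DESeq2 180 with 3. In glia-like cells edgeR recovered 181 with 7 false calls and DESeq2 176 with 6. In Kenyon-like cells the numbers were 179 with 9 and 177 with 16. The test of a difference between glia-like and Kenyon-like cells recovered 169 with 5 false calls. Between foragers and nurses, where nothing had been changed, edgeR called no gene in these sets, while DESeq2 called 7 in bulk and 2 in Kenyon-like cells.

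Genes are named by a rule set in advance: every gene the paper names, and for each edgeR comparison the 3 with the largest log2 fold change in each direction among those past the threshold whose libraries do not overlap between the groups. Fold changes are not given for genes without a count in one of the groups. Paralogs and overlapping genes are marked where they are named.

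Alternatives covered the limits on cells, the variable genes, the resolution, the centring, doublets, thinning of each cell to 500 UMIs, a minimum of 2 UMIs, DESeq2, its size factors in edgeR, no filter on low counts, a fit of 2 groups, a block of replicate numbers, an adjusted p under 0.05, the major royal jelly protein genes left out of the library sizes, the fold limit on the scale of Table S11, and each library left out in turn. Not used here were the in situ images, the quantitative PCR, the fruit fly data of the comparison, and analyses on single cells as replicates. Shares of optic lobe cells were not computed because their subtypes were not rebuilt.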

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

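The tests of queen RNA in a nurse library, of free RNA in the glial subcluster and of cells with 10 or more *vg* UMIs, and every test of a difference between 2 classes of cells with its alternatives, were chosen after the results had been seen.

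The second bulk library of nurses had a high level of *vg*. It stood at 603.716 CPM, where the other 3 worker libraries of the group held 43.6, 63.6 and 87.1 CPM, so that its gap to the nearest of them was 0.922 of the whole range, past the limit of Dixon's test. Chance puts about 1 in 20 groups past this limit. Of 42 groups of worker libraries examined, 1 lay past it and 2.1 would by chance, so the value could be a chance one. Queen RNA mixed into the library is argued against. The library held 0.895% of the mean queen count of *vg*, but no more than 0.281% of the queen count of the other 4 genes with many counts in queens and almost none in workers. One of these, LOC107964258, overlaps *vg*. Fat body tissue in this sample cannot be told apart from other causes. Over the 6 listed fat body genes the median log2 ratio to the first nurse library was 0.76. *Hex110*, *Hex70a* and *FASN* rose by 2.25, 2.13 and 1.52, *apolipophorins* did not change (0.01), and *Hex70b* and *Hex70c* went the other way (-0.22 and -2.69), so that the list does not move as 1. A difference among nurses, such as their age, stays open and was not tested.

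Some immune and iron-binding genes changed more between queens and workers in glia-like than in Kenyon-like cells. The difference between the 2 log2 fold changes was 3.54 for *hymenoptaecin* (standard error 0.31, adjusted p = 5.6e-05 from edgeR's interaction test), 2.66 for *Def1* (standard error 0.27, adjusted p = 1.2e-04, edgeR), 2.51 for *Tsf1* (standard error 0.31, adjusted p = 3.6e-04, edgeR) and 2.18 for *Idgf4* (standard error 0.26, adjusted p = 3.1e-04, edgeR). The differences for *IRP30*, 2.55 (standard error 0.58, adjusted p = 0.013, edgeR), and *Apid1*, 2.89 (standard error 1.46, adjusted p = 0.21, edgeR), did not pass. In glia-like cells both queen libraries lay above all 4 worker libraries for each of the 4 genes that passed. For *Idgf4* the change within glia-like cells, 0.63, did not pass the threshold, and the difference came with a change of -1.53 in Kenyon-like cells (standard error 0.29, adjusted p = 0.0059, edgeR). *Tsf1* in Kenyon-like cells changed by -0.13 (adjusted p = 0.60, edgeR). The difference for *Def1* was 2.59 with 2 groups and between 2.25 and 3.07 with 1 library left out, and that for *Tsf1* 2.51 and between 1.75 and 3.23, all of them past the threshold. These settings were run for *Def1* and *Tsf1* alone. Free RNA adds about the same UMIs to every cell and may widen such a difference as far as glia-like cells are the shallower, which was not tested for these genes. In all, 565 genes changed more and 163 less in glia-like cells, of 10634 tested, so these 4 are a few of many. A caste difference in the immune state of glia stays open as a hypothesis. So do an infection or wounding of the queens, which no label tells apart from caste, and neither was tested.

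Within glia-like cells, the subcluster with the highest combined fold of *Idgf4* and *Tsf1* changed more than the other glia-like cells in *vg*, by 6.58 (standard error 1.01, adjusted p = 8.4e-05, edgeR), and less in *Def1*, by -2.65 (standard error 0.37, adjusted p = 2.4e-05, edgeR). *IRP30* (-2.65, adjusted p = 0.066, edgeR), *hymenoptaecin* (-2.31, adjusted p = 0.29, edgeR), *Apid1*, *Tsf1* and *Idgf4* did not pass. With 1 library left out the difference in *vg* lay between 2.76, without the first queen library, and 8.62. It was no longer past the threshold without the first forager library (6.52, adjusted p = 0.047, edgeR) or the first nurse library (5.20, adjusted p = 0.015, edgeR), and with 2 groups it was 6.44. Without cells that held 10 or more *vg* UMIs it was 2.11 (adjusted p = 0.033, edgeR), so those few cells account for its size. One cell held 94.1% of the subcluster's *vg* UMIs in the first queen library. Leaving out the 1% of cells with the most *vg* UMIs gave 3.56, but its standard error is not finite, because the worker libraries then had no *vg* UMI left in the subcluster, and it decides nothing. Whether the rest is RNA free in the suspension cannot be told apart. Without the cells of 10 or more, a cell of the subcluster held 1.26 and 1.54 times the *vg* UMIs of a Kenyon-like cell in the queen libraries. As CPM the ratios were 3.24 and 5.78, but cells of the subcluster are shallower, and free RNA takes a larger share of a shallow cell. *Def1* rose by 3.12 in this subcluster, and by 5.52, 6.37 and 5.97 in subclusters 1, 2 and 7, so that the smaller change is not due to a single subcluster among the others. A caste difference in *vg* within this subcluster stays open and rests on 2 queen libraries of unequal level.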

How the results depend on the processing

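Added after the data had been seen were the tests of a difference between 2 classes with their alternatives, the fits of DESeq2 to 2 groups of bulk libraries, the mitochondrial share from 13 genes, the share of large-type cells with Kenyon subcluster 7 added, the fold limit on the scale of Table S11, and the leaving out of libraries for cells kept and for the correlations. All other alternatives were set before the data were examined.

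Over these settings, results that answer a comparison stayed on their side of the threshold or within their spread in 389 comparisons, moved in 192, weakened in 8, became stronger in 3 and reversed in 8. Genes named among many did so in 316, weakened in 37 and became stronger in 1. For values printed here as changed the cause was not tested, except where the setting's construction gives it.

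A mitochondrial limit of 10% kept 17528.8 cells per library, against 19194.8, as it removes cells. With only genes of 10 or more bulk counts the correlations with bulk fell to 0.679, 0.686 and 0.618 in foragers, nurses and queens. Shares of Kenyon-like, olfactory projection neuron-like and glia-like cells kept their direction under every clustering tried, in each comparison. For the subcluster with the highest combined fold of *Idgf4* and *Tsf1*, nurses exceeded foragers by 11.1 percentage points, and by -5.43 with genes centred over all libraries. Large-type cells, fewer in queens by -5.29 points, became more frequent by 4.81 when Kenyon subcluster 7 was added to them.

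For markers of transmitters, with cells thinned to 500 UMIs, 10.1%, 5.90%, 2.84% and 2.31% of neurons held *VAChT*, *Gad1*, *VGlut* and *Vmat*, and 18.8%, 1.11% and 0.0324% held 1, 2 and more of them. With 2 UMIs required the values were 33.8%, 11.8%, 6.85% and 3.46%, and 5.95% and 0.385% for 2 and more. Both settings lower a share by construction. The difference of queens and workers for *Vmat*, -0.0732 points, reversed to 0.00498 without doublet neighbours, and that for a single marker, 1.65 points, to -3.01 when thinned and -1.58 with 2 UMIs.

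DESeq2 in place of edgeR changed the number of genes lower in queen Kenyon-like cells to 1144, and that between foragers and nurses to 565, queens and foragers to 1980, and queens and nurses to 2229. It gave 75 higher and 160 lower in the subcluster with the highest *FoxP*, 59 and 30 in glial subcluster 7, and between foragers and nurses 96 in glia-like cells, 22 in the *Idgf4* and *Tsf1* subcluster and 98 in bulk. The change of *vg* in glia-like cells was 4.64 with DESeq2, short of the threshold at an adjusted p of 0.013, where adjusted p ran from 6.0e-08 to 0.013 over its alternatives with all libraries in, and both queen libraries stood above the 4 worker libraries. On 2 groups of bulk libraries DESeq2 gave 482 lower genes at an adjusted p under 0.05, and on foragers and nurses alone 94 at 0.01 and 125 at 0.05.

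With no filter on low counts, which tests more genes, 668 were lower in large-type Kenyon cells and 478 differed between foragers and nurses. In the *FoxP* subcluster 509 were higher, 474 lower and 158 differed between foragers and nurses. In glia-like cells 543 were lower and 64 differed between foragers and nurses, in the *Idgf4* and *Tsf1* subcluster 257 were higher, 105 lower and 78 differed between them, and 40 did in glial subcluster 7 and 10 in bulk. Size factors of DESeq2 within edgeR gave 6 in bulk. An adjusted p under 0.05, a wider limit, gave 437 lower in bulk queens, 1358 between queens and foragers, 1207 between queens and nurses, and 19 between foragers and nurses.

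With 2 groups, which puts nurses and foragers into 1 spread, fewer genes passed: 373 higher and 247 lower in Kenyon-like cells, 113 and 69 in large-type cells, 96 and 111 in the *FoxP* subcluster, 248 and 126 in glia-like cells, 46 and 19 in the *Idgf4* and *Tsf1* subcluster, and 79 and 38 in glial subcluster 7. Leaving out cells of 10 or more *vg* UMIs took the *vg* difference between this *Idgf4* and *Tsf1* subcluster and other glia from 6.58 to 2.11, short of the threshold.

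With the limit of 0.5 on the scale of Table S11, natural logs of mean cells with 1 added, which holds back genes with few UMIs, 10 genes were higher and 16 lower in Kenyon-like cells of queens, 16 and 21 in large-type cells, 14 and 29 in the *FoxP* subcluster, 31 and 14 in glia-like cells and 26 and 18 in the *Idgf4* and *Tsf1* subcluster. In the same order, 0, 14, 18, 6 and 4 differed between foragers and nurses.

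A replicate block supposes that libraries of 1 number belong with each other. The gene values of libraries with 1 number correlated between castes at -0.167 to 0.0440, so nothing bears this out. With the block, Kenyon-like cells had 2 genes between foragers and nurses, 627 between queens and foragers and 875 between queens and nurses. Foragers and nurses differed in 79 genes in large-type cells, 19 in the *FoxP* subcluster, 31 in glia-like cells, 17 in the *Idgf4* and *Tsf1* subcluster and 44 in glial subcluster 7. The change of *vg* under it was 8.82 in that subcluster and 9.00 in bulk.

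Leaving out each library in turn can leave 1 in a caste, whose lone sample is then assumed to vary like the others. Cells kept ran from 18836 to 19682 per library, and correlations with bulk from 0.748 to 0.758 in foragers, 0.758 to 0.766 in nurses and 0.686 to 0.704 in queens. In percentage points, queens less workers had 3.63 to 7.06 for Kenyon-like, 1.76 to 3.38 for olfactory projection neuron-like and -3.54 to -1.95 for glia-like cells, and nurses less the others -10.3 to -4.91, -3.79 to -2.49 and 2.62 to 4.79. The *Idgf4* and *Tsf1* subcluster had 1.98 (without the second queen library) to 19.7 (without the first) for queens less workers, against 10.8, and 7.89 to 14.4 for nurses less foragers. Queens less workers was 5.99 to 6.64 for glial subcluster 7, -6.29 to -4.19 for large-type and 0.324 to 0.800 for *FoxP* cells.

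Shares of neurons were 57.1% to 58.7% for *VAChT*, 32.5% to 34.8% for *Gad1*, 25.5% to 27.2% for *VGlut*, 17.7% to 19.6% for *Vmat*, and 42.1% to 43.1%, 30.6% to 31.7% and 9.83% to 10.9% for 1, 2 and more markers. Queens less workers was -4.87 to -2.54, -7.72 to -5.05, -3.52 to -0.0493 and -1.51 to 1.66 for these genes, and 0.649 to 2.66, -3.55 to -2.52 and -3.16 to -1.65 for the numbers. That for *Vmat* reversed without the second forager library (1.66), the first nurse library (0.551) or the second queen library (0.557).

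Counts of genes rest on single libraries. In Kenyon-like cells, without the first and second forager, first and second nurse and first queen library, 418, 318, 323, 204 and 315 were higher and 429, 307, 254, 132 and 313 lower in queens. The counts ran from 204 to 922 higher and 132 to 594 lower in queens, 34 (without the second forager library) to 1249 against foragers, 5 to 1208 against nurses and 0 to 23 (without the first queen library) between workers. The lowest came without the second nurse library for higher, lower and nurses; without a nurse library edgeR called 0 between workers, 1938 and 1718 having an unadjusted p under 0.05, and DESeq2 over all libraries 565. Large-type cells had 179 to 715, 139 to 415 and, between workers, 2 (without the second nurse library) to 267 (without the first queen library), lowest without the first queen library for the former; without the second forager, first nurse and second nurse library 322, 243 and 295 were higher and 248, 170 and 181 lower. The *FoxP* subcluster had 137 (without the first queen library) to 390, 170 (without the second nurse library) to 336 and, between workers, 3 (without the first nurse library) to 129 (without the first queen library); without the first and second forager and first and second nurse library 138, 149, 192 and 144 were higher, and 185 and 174 lower without the forager and 195 without the first queen library. Glia-like cells had 111 to 659 and 51 to 279, lowest without the second nurse library, with 166, 216 and 156 higher and 76, 109 and 69 lower without the first and second forager and first nurse library, and 0 to 92 (without the second queen library) between workers, edgeR calling 0 without the second forager library, with 824 at an unadjusted p under 0.05 and 96 by DESeq2 over all libraries. The *Idgf4* and *Tsf1* subcluster had 33 (without the first forager library) to 187 (without the second queen library), 17 (without the second forager library) to 41 and 4 to 62 (without either queen library), and glial subcluster 7 31 to 212, 11 to 95 and 1 to 50, lowest without the second forager library. Bulk had 409 to 619 higher and 63 to 264 lower, lowest without the second queen library, 331 (without the first forager library) to 870 against foragers, 347 (without the second queen library) to 662 against nurses and 1 to 6 (without the second nurse library) between workers. Neuropeptides past the threshold were 7 to 10.

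The change of *vg* in glia-like cells was 2.12 to 5.73. It was short of the threshold without the first queen library (2.12, adjusted p = 0.084), the second forager library (4.28, 0.017) and the first (5.59, 0.016) or second (4.35, 0.027) nurse library, all by edgeR. In the *Idgf4* and *Tsf1* subcluster it was 4.42 to 10.21 and in bulk 8.31 to 9.70, past the threshold each time. Less that in Kenyon-like cells, the change in glia-like cells was -2.56 to -1.23, and it passed without the second forager (-2.52), first queen (-2.56) or second queen (-1.86) library. The subcluster less other glia had 2.76 to 8.62 and fell short without the first forager (6.52) or first nurse (5.20) library. *Hymenoptaecin* in bulk had 2.05 to 4.56 and fell short without either forager library, the first nurse library or the first queen library.

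Depth limits what can be seen. Single-cell libraries had medians from 4531.5 to 5729 UMIs per cell, highest in queens, and *vg* had so few UMIs in most worker sets that its fold changes there rest on single UMIs. Of 200 genes changed 4-fold in simulated counts, edgeR recovered 90.5% in glia-like cells, 89.5% in Kenyon-like cells and 85.5% in bulk. Every alternative set beforehand gave values.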

Differences from the paper's values

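Alternatives named here without further remark were set before the data were examined. A value counts as different when 1 is more than 1.5 times the other and the gap exceeds the spread of replicates, or for correlations and log fold changes on the spread alone, and an alternative ends a difference when its value does not differ in this way.

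The paper lists 1642 olfactory projection neurons in the first forager library, 1399 and 1491 in the nurse libraries and 1770 in the second queen library. Here 839, 704, 487 and 1029 cells were olfactory projection neuron-like. The difference stands under every alternative run: with all variable genes in the clustering (253, 129, 80 and 499), Leiden resolutions of 0.5 (183, 94, 32 and 439) and 2 (237, 129, 75 and 457), genes centred over all libraries (198, 88, 24 and 512), neighbours of simulated doublets removed (862, 703, 492 and 1063) and UMI limits from each library alone (352, 202, 64 and 574).

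The correlation of single-cell sums with bulk was about 0.75 in foragers and about 0.76 in nurses in the paper's Fig. S1C, read by eye, and 0.767 and 0.776 here, where replicates spread by less than the gap. Neither alternative, raw UMIs (0.763 and 0.771) or genes with 10 or more bulk counts (0.679 and 0.686), closes it. Single replicates left out, a setting chosen after seeing the values, gave 0.748 to 0.758 and 0.758 to 0.766.

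For markers of transmitters the paper's denominator is its own set of neurons, and here it is all cells outside the glia-like and hemocyte-like clusters. The paper gives 8% glutamatergic, 15% GABAergic and 10% monoaminergic neurons, and here 26.6% held *VGlut*, 33.8% *Gad1* and 18.8% *Vmat*. Requiring 2 UMIs ends the difference for *VGlut* (6.85%) and *Gad1* (11.8%) but not for *Vmat* (3.46%), while thinning to 500 UMIs (2.84%, 5.90% and 2.31%) and removing doublet neighbours (26.2%, 33.6% and 18.6%) do not. The paper has 17.3% of neurons with 2 of the 4 markers and 3.7% with more, against 31.2% and 10.4% here. None of the 3 alternatives comes close enough: thinned 1.11% and 0.0324%, with 2 UMIs required 5.95% and 0.385%, without doublet neighbours 30.9% and 10.0%.

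Ensheathing glia made up about 16% of glia in the first forager library and about 16% in the second nurse library in the paper's Fig. 4C, read by eye. The subcluster with the highest combined fold of *Idgf4* and *Tsf1* held 24.5% and 33.9% here. A resolution of 0.5 ends both differences (14.2% and 13.5%). Genes centred over all libraries do so for the nurse library (12.9%) and not for the forager library (24.2%), and clustering with all variable genes (9.38% and 8.43%) and removal of doublet neighbours (26.3% and 37.3%) do so for neither.

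In the comparisons of genes within cells the paper tested cells, and here libraries were tested. Table S11 of the paper lists 12 genes higher and 15 lower in queen Kenyon cells, against 844 and 710 here. The gap stands with DESeq2 (1058 and 1144), no filter on counts (823 and 710), 2 groups (373 and 247), replicates as blocks (698 and 550), doublet neighbours removed (839 and 703) and each library left out (204 to 922 and 132 to 594). For large-type Kenyon cells the paper has 9 higher and 17 lower, against 543 and 381 here, 452 and 401 with DESeq2, 778 and 668 without a filter, 113 and 69 with 2 groups, 463 and 329 with blocks, and 179 to 715 and 139 to 415 with a library left out, all of them different. For the *FoxP* group it has 15 and 30, against 296 and 305 here, 75 and 160 with DESeq2, 509 and 474 without a filter, 96 and 111 with 2 groups, 247 and 253 with blocks, and 137 to 390 and 170 to 336 with a library left out, again all different. For glia it has 37 and 15, against 527 and 305 here, 601 and 381 with DESeq2, 674 and 543 without a filter, 248 and 126 with 2 groups, 536 and 302 with blocks, 508 and 286 without doublet neighbours, and 111 to 659 and 51 to 279 with a library left out, none of which closes the gap.

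The fold changes are also on another scale. The lists of Table S11 stop at 0.5 on a scale of natural logs of mean cells with 1 added to each mean, which holds back genes with few UMIs, and the fold changes here are log2 of sums. With this limit on that scale and the adjusted p of edgeR, a setting chosen after seeing the values, 10 genes were higher and 16 lower in queen Kenyon-like cells, 14 and 29 in the *FoxP* group and 31 and 14 in glia-like cells, which ends the difference from the paper's 12 and 15, 15 and 30, and 37 and 15. In large-type cells it gave 16 and 21 beside the paper's 9 and 17, still different for the genes that were higher.

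For foragers against nurses the paper has 16 genes in Kenyon cells, against 4 here. Leaving out the first (23) or the second (19) queen library ends the difference, and DESeq2 (565), no filter (5), blocks (2), doublet neighbours removed (4) and leaving out a forager library (4 and 4) do not. Without the first or the second nurse library edgeR called 0 genes, with 1938 and 1718 at an unadjusted p under 0.05, and DESeq2, over all libraries, called 565. In large-type Kenyon cells the paper has 12 genes and 145 were called here. Leaving out the second forager library (18) ends this difference, and DESeq2 (211), no filter (478), blocks (79) and the other libraries left out (31, 23, 2, 267 and 266) do not. With the limit on the scale of Table S11, chosen after seeing the values, there were 14 in large-type cells, which ends the difference, and in Kenyon-like cells none of the 4 genes remained.

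In bulk the paper's Table S12 has 482 genes lower in queens, against 281 here. DESeq2 (404) and an adjusted p under 0.05 (437) end the difference, and so does no filter (325), though only just within 1.5 times. It stands with 2 groups (214), blocks (219), DESeq2's size factors (279), the royal jelly protein genes left out (275) and each library left out (63 to 264). The same table has 125 genes between foragers and nurses, against 1 here. DESeq2 (98) ends this difference, and no filter (10), blocks (1), size factors (6), an adjusted p under 0.05 (19), the royal jelly protein genes left out (1) and each library left out (1 to 6) do not. DESeq2 on 2 groups at an adjusted p under 0.05, chosen after seeing the values, gave 482 lower genes, and on forager and nurse libraries alone 125, both equal to the paper's counts; at 0.01, also chosen afterwards, they were 408 and 94.

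Fold changes in Table S11 match natural logs of the ratio of mean cells after 1 is added to each mean UMI count per 10000, with the paper's 3.31 for *IRP30* and 2.02 for *hymenoptaecin* beside 3.36 and 2.07 here. On this scale the paper's value for *Vg* in glia is 1.78, and here it is 0.896 (1.29 in log2). No alternative was set for it. Without the 1 cell with the most *vg* UMIs, left out after seeing the values, it was 0.400.

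Beyond these values, the paper counts more clusters of cells than the 43 found here. It holds that *Crz* is present in workers and not in queens, and here queen libraries had *Crz* UMIs, at 24.0 and 15.9 CPM in the unnamed clusters, above 3 of the 4 worker libraries, and at 4.81 CPM on average in olfactory projection neuron-like cells, where the fall in queens (log2 fold change -4.04, standard error 1.47, adjusted p = 0.049, edgeR) was short of the threshold. It passed with replicates as blocks (-4.10, adjusted p = 9.3e-05, edgeR), where libraries share no more than a number. Profiles of Kenyon cells are described as alike between castes, and 844 and 710 genes were past the threshold here, though 10 and 16 on the scale of Table S11, a setting chosen after seeing the values.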

Other observations

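The tests of DESeq2's outlier filter, of genes that differ between castes as movers of cells, and of tissue that the suspension lacks were chosen after the results had been seen.

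Queen neurons held *vg* UMIs, and RNA free in the suspension is a candidate explanation. Leaving out cells with 10 or more *vg* UMIs, the *vg* UMIs per Kenyon-like cell grew by 1.13 and 1.42 times from cells below the lower quartile of UMIs to cells above the upper quartile, in the 2 queen libraries, while all UMIs grew by 4.28 and 4.83 times. *repo*, a gene of glia, grew by 1.15 and 1.37 times, and *mub*, a gene of the Kenyon cells, by 7.53 and 8.45 times. Counted per cell, olfactory projection neuron-like cells held 0.975 and 1.20 times the *vg* UMIs of a Kenyon-like cell, glia-like cells 1.06 and 1.34 times, and hemocyte-like cells 2.95 and 12.3 times. Some *vg* transcription in neurons stays open, since a small share of these UMIs could come from the cells themselves.

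In queens, 31 cells held 20 or more *vg* UMIs, 26 of them in the first library with 43.9% of its *vg* UMIs and 5 in the second with 29.4%. In each library 1 of these cells was glia-like, and 7 of the 26 and 1 of the 5 lay in cluster 1. The limit on *repo* or *hml*, set after the data had been seen, kept that cluster out of the named classes. The ratios that follow compare cells within a cluster, so they cannot tell what the cells of cluster 1 are. Misplaced glial cells are argued against: the listed glial genes reached 2.00 times the UMIs of other cells of the same library and cluster, where 4 times was set for glial cells, and went apart, with *Idgf4* at 10.5 times, *Tret1* at 4.11 and *ced6* at 2.77, but *repo* at 0.475, *ebony* at 0.431 and no UMI of *wrapper*. Fat body cells, or material of them, are a candidate explanation. The listed fat body genes reached 9.43 times, through *Hex70a* (181 times) and *apolipophorins* (81.5 times), with *Hex70b* at 2.66, *FASN* at 1.41, *Hex110* at 1.04 and no UMI of *Hex70c*. Without *apolipophorins* they reached 2.36 times. Neuronal genes stood at 0.936 times. Queen cells of another kind that make *vg* stay open and were not tested.

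Many neurons held UMIs of 2 or more neurotransmitter markers, and so did glia-like cells, at no less than 0.556 times the share of neurons in the same library. Free RNA may therefore account for a large part of these neurons, as far as glia lack these markers, which for *Vmat* stays open. Neurons that use more than 1 transmitter stay open, and were not tested.

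Genes of the major royal jelly proteins took 41.8% and 26.1% of the bulk counts of nurses and 0.00686% and 0.00751% of the UMIs of their single cells, a ratio of at least 3479. Gland tissue carried into the bulk samples is a candidate explanation. The list of gland genes holds 6 of this family, so it is no separate test. Its other gene, *Hbg3*, took 82.4 and 64.1 times its single-cell share in nurse bulk but was higher in forager bulk than in nurse bulk. A difference between nurses and foragers in these genes within the brain stays open.

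In queens *vg* took 989 and 4369 times the share of bulk counts that it took of UMIs. Tissue that the suspension lacks cannot be told apart as the cause, since other genes moved as well. The median log2 ratio of bulk over single cells was 4.34 and 4.38 for the listed glial genes, 2.00 and 1.69 for hemocyte genes, 2.63 and 3.10 for fat body genes and 2.53 and 2.78 for gland genes, and -3.11 and -3.90 for neuronal genes, so that glia lost from the suspension could explain part of it as well. Nor can fat body tissue in the queen bulk samples be told apart. The median log2 fold change of its listed genes was 0.0268, but 3 rose and 3 fell: *apolipophorins* by 2.93, *Hex70a* by 2.45 and *Hex70b* by 0.52, against *Hex110* at -1.65, *Hex70c* at -0.70 and *FASN* at -0.47. A caste difference in *vg* within the brain stays open and was not tested apart from these.

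The gene *vg* is absent from Table S12, and the outlier filter of DESeq2 may be the reason. With 2 groups DESeq2 gave *vg* no p-value under this filter. Without it the log2 fold change was 8.17 (standard error 1.46, adjusted p = 3.79e-07, DESeq2), higher in both queen libraries than in the 4 worker libraries. With the filter, at an adjusted p under 0.05 in place of the stated 0.01, DESeq2 called 1381 genes. All of them are listed in Table S12, which holds 1381 genes for this comparison. Without the filter, 4 called genes were not listed.

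The subcluster with the highest combined fold of *Idgf4* and *Tsf1* held 28.8% and 46.5% of the glia of queens, on average more than in workers, though the first queen library lay below both nurse libraries (30.9% and 33.9%). Whether genes that differ between castes move cells into it cannot be told apart, because the 2 resolutions disagree. At the main resolution the queen libraries overlapped with workers without these genes, and stood at 20.8% and 30.9%, above every worker library (at most 12.7%), with them. Without these genes but at a Leiden resolution of 0.5, the lower queen share was 22.9%, above every worker library, where the highest was 16.8%. Cells lost in dissociation at a rate that differs between castes were not tested, and neither was a caste difference in the number of these cells.

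Kenyon subclusters 7 and 15 were made up mostly of queen cells, while the paper describes the castes as sharing their Kenyon subtypes. Of the cells of subcluster 7, 1768 were from queens, 502 from foragers and 69 from nurses. Subcluster 15 held 410 queen cells and 1 nurse cell. The higher limit on UMIs in queens is argued against as the whole cause: with every library held to the lowest limit, subcluster 7 still had at least 10.6% of the Kenyon-like cells of each queen library and at most 3.83% of those of a worker library. Neighbours of simulated doublets were not more frequent in queens, with 2.30% and 1.68% of cells, against 1.48% to 4.87% in workers, and made up 0.684% of subcluster 7 and 0.243% of subcluster 15. The cells of both subclusters are deep, and depth may still shape which cells group with each other. Depth as the whole cause is argued against. In a shared band of high depth under that limit, with 883 to 2370 Kenyon-like cells per library, subcluster 7 held 40.0% and 25.8% in queens. Workers had 3.17% to 18.6% there. In the same band subcluster 15 held 7.55% and 5.69% in queens and no cell of a worker library. The grouping left out 2868 genes past the threshold between queens and workers in Kenyon-like cells, in sums of whole libraries or in bulk, and genes short of it could still hold these cells apart. A kind or a state of Kenyon cell that is more frequent in queens stays open and was not tested.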
